# *miR-7* Controls the Dopaminergic/Oligodendroglial Fate through Wnt/β-catenin Signaling Regulation

**DOI:** 10.3390/cells9030711

**Published:** 2020-03-13

**Authors:** Lavanya Adusumilli, Nicola Facchinello, Cathleen Teh, Giorgia Busolin, Minh TN Le, Henry Yang, Giorgia Beffagna, Stefano Campanaro, Wai Leong Tam, Francesco Argenton, Bing Lim, Vladimir Korzh, Natascia Tiso

**Keywords:** *miR-7*, zebrafish, Wnt, Shh, Tcf, dopaminergic neurons, oligodendrocytes, glia

## Abstract

During the development of the central nervous system, the proliferation of neural progenitors and differentiation of neurons and glia are tightly regulated by different transcription factors and signaling cascades, such as the Wnt and Shh pathways. This process takes place in cooperation with several microRNAs, some of which evolutionarily conserved in vertebrates, from teleosts to mammals. We focused our attention on *miR-7*, as its role in the regulation of cell signaling during neural development is still unclear. Specifically, we used human stem cell cultures and whole zebrafish embryos to study, in vitro and in vivo, the role of *miR-7* in the development of dopaminergic (DA) neurons, a cell type primarily affected in Parkinson’s disease. We demonstrated that the zebrafish homologue of *miR-7* (*miR-7a*) is expressed in the forebrain during the development of DA neurons. Moreover, we identified 143 target genes downregulated by *miR-7*, including the neural fate markers TCF4 and TCF12, as well as the Wnt pathway effector TCF7L2. We then demonstrated that *miR-7* negatively regulates the proliferation of DA-progenitors by inhibiting Wnt/β-catenin signaling in zebrafish embryos. In parallel, *miR-7* positively regulates Shh signaling, thus controlling the balance between oligodendroglial and DA neuronal cell fates. In summary, this study identifies a new molecular cross-talk between Wnt and Shh signaling pathways during the development of DA-neurons. Being mediated by a microRNA, this mechanism represents a promising target in cell differentiation therapies for Parkinson’s disease.

## 1. Introduction

Parkinson’s disease (PD) is one of the most common conditions affecting the elderly population. It causes disabling motor abnormalities that manifest as tremor, slow movements, rigidity, and poor balance. These impairments stem from the progressive loss of dopaminergic (DA) neurons in the substantia nigra pars compacta. Later, many patients develop dementia and hallucinations owing to defects in other brain regions. 

Therefore, one of the main challenges in PD is the identification of the developmental mechanisms whose modulation can promote DA neuron formation, in view of cell differentiation therapies for PD.

It is well known that the induction and maintenance of the midbrain DA neurons (mDA) rely on several signaling molecules including Shh, FGF, TGFβ, and Wnt [1]. For instance, SHH, generated by the notochord and floor plate, and FGF8, by the isthmus, participate in the induction of mDA neurons; TGFβ signaling was also found to play an important role in this process [2]. Several transcription factors are involved in neural lineage specification and mDA neuron development [3,4]. Among these, LMX1A is an early inducer of DA neurons through MSX1, which in turn promotes NGN2 activation, eventually resulting in differentiation of tyrosine hydroxylase-positive (TH+) DA neurons. The DA progenitor profile in the ventral midbrain is defined by a combination of LMX1A/MSX1/NKX6.1 expression, while factors such as LMX1B, PITX3, NURR1, and EN1 are present in mature neurons. Moreover, PITX3 is specific for mature DA neurons expressing the TH marker in the substantia nigra pars compacta in mammals or the posterior tuberculum of the zebrafish brain [5]. Finally, the E proteins TCF4 and TCF12, belonging to class A of bHLH (basic helix–loop–helix) transcription factors, participate by interacting as heterodimers with other bHLH proteins, in this way forming combinations with unique specificity in neural lineage specification [6].

Wnts are secreted signaling proteins implicated in many conserved aspects of vertebrate neural development, from fish to humans [7,8]. Wnt pathway activation eventually results in the formation of the β-catenin-T-cell specific transcription factor (TCF) complex, which, binding the TCF consensus motif AGATCAAAGG, activates the transcription of Wnt target genes. Broadly speaking, Wnt signals have influential roles in controlling cell proliferation, cell fate determination, and terminal differentiation of post-mitotic cells [7]. During neural development, Wnt signaling has been implicated in the formation of mDA neurons and supporting glia cells, such as myelinating oligodendrocytes, regulated by the transcription factor Olig2 [9,10,11,12,13]. Interestingly, one of the TCF proteins (Tcf7l2) forms a complex with Olig2 during remyelination [14], and has been shown to be involved in forebrain neuronal specification [15].

Recent evidence has begun to implicate some miRNAs in neural development as well as in neurological disorders, including PD, where they act as key regulators of the above-mentioned signaling pathways and transcription factors [16]. MicroRNAs (also referred to as miRNAs or miRs) are small non-coding RNA molecules playing a key role in RNA silencing and post-transcriptional gene regulation. Many miRNAs are expressed in a tissue-specific manner and their functions can be attributed to the mRNAs that they regulate in each tissue. miRNAs may play important roles in the control of many different physiological and pathological functions, including stem cell self-renewal, cell differentiation, cancer, and neurodegeneration [17]. *miR-133b*, for example, is a midbrain-specific miRNA found to be deficient in PD midbrain tissue and is involved in the maturation of DA neurons through a negative regulatory feedback loop involving the transcription factor PITX3 [17].

More recently, another miRNA, *miR-7* (also known as *miR-7a*), has been shown to spatially control the rate of DA neuron production in the forebrain, by post-transcriptionally regulating the DA determinant Pax6, a known Wnt-target factor [18]. *miR-7* has particularly attracted our attention, as this is a highly-conserved miRNA, from annelids to humans [19], whose role in the normal development of DA neurons and other neural cells is still unclear. Further, how its activity relates to brain-activated signaling pathways is not yet an investigated aspect.

To gain further insight on *miR-7* neural activity, we applied an experimental approach based on the comparative analysis of human cell differentiation and zebrafish embryonic development upon *miR-7* perturbation. The zebrafish organism lacks a midbrain DA system; however, it possesses an ascending DA system in the ventral diencephalon and shares an evolutionary conserved set of DA markers [20]. We report here on the expressional and functional analysis of *miR-7*, which we found to be upregulated during human neural differentiation *in vitro*, and which is specifically expressed in the zebrafish ventral brain. 

Interestingly, among 143 identified targets for *miR-7*, we detected the genes encoding the bHLH neural fate markers *TCF12* and *TCF4,* as well as the TCF/LEF Wnt signaling-effector *TCF7L2*. 

Through over-expression and knock-down experiments in human cells and zebrafish carrying Wnt pathway reporters, we demonstrate here that *miR-7* negatively regulates the Wnt/β-catenin response, playing a key role in the balance between oligodendroglial and DA neuronal cell fates.

## 2. Materials and Methods

### 2.1. Cell Culture Conditions

H9 is a pluripotent human ESC line, representing an ideal system for differentiation studies. H9 cells (passages 25–35) were obtained from Dr. Lin Lin (Prof. Lawrence Stanton’s lab) and maintained on Matrigel coated plates in mTESR medium under feeder free conditions. HEK293T is a cell line derived from differentiating embryonic kidney, suitable for transfection and TOP/FOP flash assays (see later in this section). HEK293T cells were obtained from ATCC and maintained in DMEM medium supplemented with 10% fetal bovine serum, 1% L-glutamine, 1% sodium pyruvate, and 1% penstrep.

### 2.2. Neural Induction and Differentiation

H9 cells at about 20% confluency were treated with 4 μM CHIR99021 (GSK3 inhibitor, Cellagentech, San Diego, CA, USA), 3 μM SB431542 (TGFβ signaling inhibitor, Cellagentech, San Diego, CA, USA), and 0.1 μM compound E (γ-Secretase Inhibitor XXI, Millipore, Singapore) in neural induction medium containing advanced DMEMF12/Neurobasal medium (1:1) 1×N2, 1×B27, 1% glutamax, 5 μg/mL BSA, and 10 ng/mL hLIF (Lifetech, Shenzhen, China) for seven days. The culture was then split 1:3 for the next six passages using Accutase and cultured in neural induction media supplemented with 3 μM CHIR99021 and 2 μM SB431542 on Matrigel coated plates; in addition, bFGF (20 ng/mL) and EGF (20 ng/mL) were added to sustain the proliferation of cells.

Spontaneous differentiation from H9 ES derived NPC was performed in DMEM/F12/Neurobasal medium (1:1), 1×N2, 1×B27, 300 ng/mL cAMP (Sigma-Aldrich, Singapore), and 0.2 mM vitamin C (Sigma-Aldrich, Singapore) (referred to as differentiation media) on matrigel coated plates. For dopaminergic neuron differentiation, cells were first treated with 200 ng/mL SHH (C24II), 100 ng/mL FGF8b (both from PeproTech, London, UK), and 200 μM ascorbic acid in N2B27 differentiation media for seven days for initial patterning, and then with 20 ng/mL BDNF, 20 ng/mL GDNF, 1 ng/mL TGF-β3, and 0.2m M dibutyryl cyclic AMP (Sigma-Aldrich, Singapore) for another 14–21 days.

### 2.3. Transfection of microRNA Duplexes and Antisense Morpholino Oligomers

ReNVM cells (passage less than 20) and human NPCs (passage less than 10) were seeded at 100,000 cells/well on Matrigel coated plates. On the next day, using 4 μL of Lipofectamine RNAimax (Invitrogen, Singapore), according to the manufacturer’s instructions, the cells were transfected with one of the following RNA oligonucleotides at 50 nM or 80 nM final concentration: scrambled duplex (NCDP) (PremiR negative control #1, Ambion, Thermo Fisher Scientific, Singapore) and microRNA 7 (*miR-7*) duplex (7DP) (PremiR). miRNA antisense or control morpholino oligomers were transfected at 100 nM concentration. After 5 h, the transfection medium was replaced with fresh growth medium or neuronal differentiation medium or dopaminergic differentiation medium, depending on the experiment. Morpholino oligomer sequences, targeting immature or mature zebrafish *miR-7a* forms, were as follows:

Immature form *loop 7a* MO-1: TTGTTGTCAGAAAGCAGAAGAAACA

Immature form *loop 7a* MO-2: TGTTGTCAGTACTGATGACGTCACA

Immature form *loop 7a* MO-3: TTGTTGTTGGTTTTTGTTCATTTTC

Mature form *miR-7a* MO: ACAACAAAATCACTAGTCTTCCA

Control (mismatch) *miR-7a* MO: AgAACAtAATCAgTAGTgTTCgA (mismatched bases in lowercase).

### 2.4. Cripsr/Cas9-Mediated Gene Editing

To knock-out (KO) the zebrafish *miR-7a* locus, single guide RNA (sgRNA) target sequences were selected using two freely available CRISPR design prediction tools: the CHOPCHOP program (available at https://chopchop.rc.fas.harvard.edu), and the Breaking-Cas software (available at https://bioinfogp.cnb.csic.es/tools/breakingcas/). Three common top-scoring target sequences shared between these two programs were chosen as sgRNAs for the KO of miR-7a. The sgRNAs were synthesized by Synthego (CA, USA) and resuspended in TE buffer (final concentration: 100 μM).

sgRNA “guide Upstream” (gU): 5′-ACTAGTCTTCCACAGCGAATCGG-3′

sgRNA “guide Internal 1” (gI1): 5′-TCACAGTCTACCTCAGCGAGCGG-3′

sgRNA “guide Internal 2” (gI2): 5′-CACAGTCTACCTCAGCGAGCGGG-3′

Genomic DNA was extracted using a HotSHOT-based protocol from three dpf gene-edited larvae, to verify the presence of mutations and confirm the activity of the sgRNAs in the F0 generation. Specifically, genomic fragments at the target sites were amplified by PCR with 5x HOT FIREPol Blend Master Mix (Solis BioDyne, Tartu, Estonia) and locus-specific primers (F: 5′-TTTCTCCAGACACCAGCACT-3′; R: 5′- ATCACACACGACTCACCTGT-3′); ZFIN accession: ZFIN:ZDB-MIRNAG-071204-1; reference sequence: XR_001797616.2. PCR products (expected size in controls: 179 bp) were analyzed in ethidium bromide-stained 3% low EEO agarose gel (Fisher BioReagents, Milan, Italy).

### 2.5. RNA Extraction and qRT-PCR

RNA was extracted from cells or zebrafish embryos using Trizol reagent (Invitrogen, Singapore) and subsequently column-purified with RNeasy kits (Qiagen, Singapore); the miRNEASY kit was used to isolate the microRNA. For qRT-PCR of the microRNA, 100 ng of total RNA was reverse-transcribed using the TaqMan microRNA RT kit and subjected to TaqMan miRNA assay (Applied Biosystems, Singapore). For qRT-PCR of mRNAs, cDNA synthesis was performed with 1 μg of total RNA using the High Capacity cDNA RT kit (Applied Biosystems, Singapore). The expression of all other genes was analyzed by SYBR assay (Applied Biosystems, Singapore) and using ABI Prism 7900HT Sequence Detection System 2.2 (Applied Biosystems, Singapore)

### 2.6. Gene Expression Microarray and Data Analysis 

Total RNA was extracted as described above. A total of 750 μg of total RNA was reverse-transcribed, converted to cRNA, labeled, purified, and applied onto the human HT-12 v4 BeadChip kit according to the manufacturer’s instructions. First, the respective backgrounds were subtracted from all raw data using Bead Studio (Illumina, Singapore) and then normalized using the cross-correlation method. Subsequently, normalized data were processed for the identification of differentially expressed genes using log2 1.5-fold as the critical value for the mean of log2 n-fold changes in expression between 7DP samples and NCDP controls.

Genes that were differentially expressed two days after the transfection of 7DP were subjected to gene ontology (GO) analysis. The percentage of these genes classified into each GO process was compared with that of the whole genome. Statistically significant (*p* < 0.05) classes were selected. For the clustering of genes differentially expressed two days post transfection, normalized and log2-transformed data were subtracted from the mean values across all arrays. Hierarchical clustering was then performed for these processed data using average linkages.

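Average-linkage clustering of the 12 arrays, on 1 minus Pearson's r over the 2766 genes that differed by 1.5-fold at 80 nM and centred per gene over all arrays, was read at 2 and at 3 clusters. With 2, the 4 NCDP arrays joined 7DP 50 nM replicates 1 and 2 in the first, and 7DP 50 nM replicates 3 and 4 joined the 4 arrays with 80 nM in the second. With 3, the 4 NCDP arrays formed a cluster of their own, 7DP 50 nM replicates 1 and 2 another, and the remaining 6 arrays with 7DP the last. The genes were chosen by their difference between 80 nM and NCDP, which brings the arrays of each of these groups closer together. For 9 of the 12 arrays the closest other array was of the same group, and 6 of these 9 belong to the near-identical pairs. With the pairs averaged, 5 of 9 samples were closest to one of their own group. The 3 arrays closest to another group were 7DP 50 nM replicates 3 and 4 and 7DP 80 nM replicate 4.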

### 2.7. Target Prediction 

The targets of *miR-7* were predicted by different methods: Targets Scan 6.2, mirBASE target, and microcosm (EBI, Singapore) using default parameters. The downregulated genes from microarray were compared with Target Scan 6.2 predictions and only the common genes with a Pct (probability of conserved targeting) value >0.1 were selected for further analysis.

### 2.8. Luciferase Reporter Assay 

miRNA response element (MRE) or the entire 3′UTR of mouse *Pax6,* human *TCF12*, and partial 3′UTR (containing the seed match) of human *TCF4* were cloned into psiCHECK2 vector (Promega, Singapore) between the *XhoI* and *NotI* sites immediately 3′ downstream from the *Renilla* luciferase gene. The top (sense) and bottom (antisense) strands of each MRE were designed to contain *XhoI* and *NotI* sites, respectively. After synthesis, these were annealed and ligated into the psiCHECK-2 vector. 

Ten nanograms of each psiCHECK2 final construct was co-transfected with 10 nM 7DP or NCDP into HEK-293T cells in a 96-well plate using Lipofectamine-2000 (Invitrogen, Singapore). After 48 h, the cell protein extract was obtained, and firefly luciferase and *Renilla* luciferase activities were measured with the dual-luciferase reporter system (Promega, Singapore), according to the manufacturer’s instructions. The *Renilla* luciferase reading was normalized to the firefly luciferase activity. All experiments were performed at least thrice with triplicates.

### 2.9. TOP Flash/FOP Flash Assay 

Both TOP flash and FOP flash plasmids were obtained from Addgene (Watertown, MA, USA) http://www.addgene.org/12456/ and http://www.addgene.org/12457/ links, respectively. The TOP flash or FOP flash plasmid at 100 ng concentration was co-transfected with 7DP (20 nM) or NCDP (20 nM) and pRL-TK (*Renilla* luciferase internal control) at 10 ng concentration. The cell extract was obtained at 48 h post transfection and the luciferase activity was measured. Luciferase activities were normalized to the pRL-TK plasmid. All experiments were performed at least thrice with triplicates.

### 2.10. Western Blot Assay

Cells were lysed in RIPA buffer (Pierce, Thermo Fisher Scientific, Singapore) with protease inhibitor. The lysates were centrifuged at 4 °C for twenty minutes. The supernatant containing the protein was transferred to another tube. The sample concentration was measured using the Bradford assay. The protein samples (40 μg) were separated using 4–8% gradient precast gel (Invitrogen, Singapore) and transferred to the methanol-activated PVDF membrane for two hours. The membrane was then blocked in TBST containing 7.5% milk and subsequently probed with anti-TCF7L2 antibody (1:1000, mouse monoclonal Ab, Santa Cruz, Dallas, TX, USA), and anti-β-actin (1:5000, Santa Cruz, Dallas, TX, USA). The primary antibodies were dissolved in PBST with 5% milk and incubated overnight at 4 °C on a shaker. The membrane was washed with TBST five times. The secondary HRP-conjugated antibody goat anti-mouse IgG-HRP (1:5000, Santa Cruz, Dallas, TX, USA) was used for one hour at room temperature. The membrane, after washes with TBST, was developed using ECL Prime Detection reagent (Amersham, Amersham, UK). The membrane was then imaged using the ChemiDoc system from Biorad (Singapore), or in the dark room using X-ray films.

### 2.11. Animal Care and Fish Lines 

Wild-type and transgenic zebrafish (*Danio rerio*) lines were maintained by standard protocols [21,22]. At the Zebrafish Centre of the University of Padova, zebrafish embryos and adults were raised, staged, and maintained under standard conditions [23,24]. Wild type lines used in this work included Tuebingen, Giotto, and Umbria strains [25]. The following zebrafish transgenic lines were used: the Wnt-responsive lines *Tg(7xTCF-Xla.Siam:GFP)^ia4^* and *Tg(7xTCF-Xla.Siam:mCherry)^ia5^*, here renamed *Wnt:GFP* and *Wnt:mCherry*, respectively [26,27]; the Shh-responsive lines *Tg(Gli-d:mCherry)* and *Tg(Gli-d:GFP)*, here renamed *Shh:mCherry* and *Shh:GFP*, respectively [28,29]; and the *olig2:GFP* and *olig2:DsRed* transgenic lines, kindly provided by Prof. Bruce Appel Lab (http://zfin.org/ZDB-LAB-020513-1).

### 2.12. Animal Welfare

All animal experiments in Padova were performed at the Zebrafish Facility of the University of Padova, Italy, in accordance with the European (EU 2010/63 directive) and Italian Legislations.

The experimental protocols were approved by the University of Padova Panel for Animal Welfare (OPBA), with the authorization number 407/2015-PR (to NT) from the Italian Ministry of Health. All animal experiments in Singapore were carried according to the regulations of Institutional Animal Care and Use Committee (Biological Resource Center of Biopolis, license no. 120787), which approved this study.

### 2.13. Microinjection in Zebrafish Embryos 

All injections were carried out at 1- to 2-cell stage with 5 nl of solution into each embryo. In the *miR-7a* knockdown experiments, 500 fmoles of *miR-7a* morpholino and 500 fmoles of mismatch morpholino were injected per embryo; co-injection of the oligomers targeting the immature (loop) forms (loop7a1/2/3/) was done at a concentration of 0.15 pmoles/embryo for each loop form.

MicroRNA 7 7DP and NCDP were injected at 1 pmole/μL (5 fmoles per embryo). All solutions were made in Danieau buffer (58 mM NaCl, 0.7 mM KCl, 0.4 mM MgSO4, 0.6 mM Ca(NO3)2, 5.0 mM HEPES pH 7.6) containing 1% Phenol Red. For rescue experiments, morpholino and microRNA duplex solutions were mixed together, maintaining the above-mentioned concentrations for each component. For Crispr/Cas9-mediated *miR-7a* gene editing, fertilized eggs were injected with 5 nl of an aqueous solution containing Danieau buffer and 1% Phenol Red (for controls), plus 2 μM Cas9 protein (New England Biolabs, Milan, Italy) and 30 μM of each gRNA (for gene-edited embryos). At least 50 eggs were injected for each experimental condition. Experiments were done in triplicate.

### 2.14. Chemical Treatments

For Wnt/β-catenin signaling modulation, zebrafish embryos were exposed to the Wnt agonist SB216763 (S3442, Sigma-Aldrich, Milan, Italy), at 100 μM final concentration, or to the Wnt inhibitor XAV939 (X3004, Sigma-Aldrich, Milan, Italy), at 5 μM final concentration. For Shh signaling inhibition, zebrafish embryos were exposed to cyclopamine (C4116, Sigma-Aldrich, Milan, Italy) at 100 μM final concentration. Controls were treated with carrier solution only. All treatments were performed from one to two days post-fertilization.

### 2.15. Whole Mount In Situ Hybridization (WISH)

Whole mount *in situ* hybridizations (WISH) with double-Dig-labeled *miR-7a* miRCURY LNA (locked nucleic acid) probe (Exiqon, Qiagen, Singapore)) on zebrafish embryos were performed essentially as described [30]. The hybridization mix was prepared by adding 20 pmol of *miR-7a* doubled-labeled LNA probe to every 1 mL of hybridization solution. The hybridization temperature used was 20 °C below the melting temperature of the *miR-7a* LNA probe. Optimal signal-to-noise ratio during color development was obtained by washing the embryos with 5× Tris-buffered saline containing 0.1% Tween 20 (TBST buffer) between color reactions.

For all other probes, WISH was performed according to [31]. Double staining was carried out according to [30], using Fast blue and Fast Red (Sigma-Aldrich, Milan, Italy). Both blue and red precipitates could be fluorescently visualized, being far-red and red emitting, respectively. For homogeneous comparison of staining levels, control embryos, recognized by tail tip amputation (performed post mortem), were co-stained with treated sibs in the same tube. At least 20 embryos per experimental condition were processed in each experiment. The following probes were used: reporter *mCherry* and *egfp* [26], *id3* [32], *shha* [33], *th* [34], *lmx1bb* and *nr4a2a* [20], and *olig2* and *sox10* [12].

### 2.16. Whole Mount Immune-Detection of Dopaminergic Neurons

Zebrafish larvae (3 dpf) were fixed in 4% PFA overnight. The fixative was then removed and replaced with 100% methanol. A series of 5 min rehydration steps followed, with a graded decrease of methanol in PBS, pH 7.4 buffer (75% methanol, 50% methanol, and 25% methanol series). This was followed by 2 × 5 min PBST washes (containing 0.1% Tween 20). Then, 1 μL of molecular grade proteinase K was added to every 1 mL of PBST (1 min for “deformed” larvae and 5 min for “normal” larvae) to prime the larvae for antibody entry to the brain. 

Post-fixation with 4% PFA for at least 20 min was performed to quench residual proteinase K activity. This was followed by 4 × 15 min washes with PBST; no pre-incubation of larvae in blocking solution was carried out (it interferes with the signal). All treated larvae were incubated in 1:500 dilution of rabbit polyclonal anti-TH antibody (primary antibody) in PBST solution, on a mixer, at 4 °C, overnight. This was followed by 2 × 20 min washes of PBST followed by an overnight incubation of anti-rabbit AlexaFluor488 (1:1000) antibodies in PBST, at 4 °C. After removing the secondary anti-rabbit AlexaFluor488 antibody, all larvae were washed once in PBST (20 min). Adjustment of any subsequent washes depended on the fluorescent signal versus noise level observed under a fluorescent stereomicroscope. Larval eyes were manually removed to reveal the pretectum behind the eyes (under a stereomicroscope) before mounting in 1% agarose for confocal imaging.

### 2.17. Image Acquisition and Microscope Settings 

Fluorescent and bright-field images of the transgenic embryos were acquired using the LSM510 confocal laser-scanning microscope (Carl Zeiss Vision, Singapore). Projection of image stacks was made by the Zeiss image browser. Image analysis and signal quantification were performed using the Volocity 6.0 software (PerkinElmer, Singapore). Images were then imported into Adobe Photoshop for cropping, resizing, and orientation. Contrast and brightness were adjusted equally for all images of the same figure. For imaging the immune-stained cell culture plates, the Zeiss fluorescent microscope was used. For live imaging of transgenic lines, embryos were tricaine-anesthetized and embedded in low melting 1% agarose (A9414, Sigma-Aldrich, Milan, Italy). For post mortem imaging of stained embryos, samples were flat-mounted in 87% glycerol/PBS. Standard imaging was performed with a Leica M165 stereomicroscope, equipped with a Leica DFC480 digital camera. Confocal imaging was performed with a Leica SP5 spectral system. Image analysis and signal quantification were performed using the “Measurements” option of the Volocity 6.0 software (Perkin Elmer, Milan, Italy). Virtual qualitative localization of brain markers was performed using gene expression data available in the ViBE-Z (Virtual Brain Explorer for Zebrafish) database [35]. Final figures were assembled using Adobe Photoshop CS2.

### 2.18. Statistical Analysis 

All experiments were performed at least thrice (in some cases, four times) with two biological replicates each time. Statistical analysis was performed to determine the significance of differences between the treated samples and the controls, where values resulted from luciferase reporter assay, qRT-PCR, Western blots, high content screening, cell counting, and fluorescence intensity. Pairwise comparisons were made by unpaired t-test, while multiple comparisons were analyzed by one-way analysis of variance (ANOVA) followed by Tukey’s test (GraphPad Prism V6.0 software, GraphPad Software, San Diego, CA, USA). In the charts, error bars display standard errors of the mean. Significant differences from controls are indicated by asterisks. Two-tailed *p*-values and correspondence between asterisks and significance levels are indicated in the figure legends.

### 2.19. Data Availability Statement

Raw data and materials are available on request. Gene expression data have been submitted to the Gene Expression Omnibus (GEO) database at the NCBI/NIH (National Center for Biotechnology Information/National Institutes of Health), with the GEO accession number GSE128011.

## 3. Results

### 3.1. Identification and Validation of miR-7a Target Genes Including TCF4, TCF12, and TCF7L2

In a microarray screen for miRNAs differentially expressed upon differentiation of a human neuroblastoma cell line (SH-SY5Y), we identified *miR-7* as one of the most upregulated miRNAs during the process of neuronal differentiation; this upregulation was validated using Northern blot analysis [36].

To identify the targets of *miR-7* in neuronal progenitor cells, we performed a microarray analysis of H9 ES-derived human neural progenitor cells transfected with *miR-7* duplex (7DP), compared with a control duplex (NCDP). 

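The microarray experiment measured RNA levels 48 h after transfection on Illumina BeadChips, on which each probe reports the brightness of the RNA bound to its beads. The 12 arrays form 3 groups of 4: NCDP, 7DP at 50 nM and 7DP at 80 nM. NCDP is a scrambled RNA duplex, 7DP is a synthetic duplex of miR-7 that raises the amount of this microRNA, and neural progenitor cells (NPCs) are dividing precursors of neurons and glia. The sample labels and the paper differ on several points. The labels give the doses as 50 and 80 mM and the paper as 50 and 80 nM, the unit used here. The labels name ReNVM cells, an immortalised line of human ventral midbrain progenitors, in a differentiation medium, where the paper names H9 ES-derived cells and the legend of Figure S1 a growth medium. That legend names a Ref-12 v4 chip, and the paper's methods an HT-12 v4 chip. The labels give no dose for NCDP, and that legend gives 80 nM for 7DP and the control duplex. The paper states in general that experiments were performed at least 3 times with 2 biological replicates each, without saying which arrays are separate cultures. Each array was therefore counted as a replicate, and the p-values measure only the spread between these arrays.
The authors subtracted the background in Bead Studio and deposited the resulting signal of every probe, not normalized between arrays, with a detection score. The score is headed as a p-value but rises with the signal (rank correlation of at least 0.999 in every array), so 1 minus the score was used as the detection p. From there, the normexp model of limma (offset 16), quantile normalization and a log2 transform were applied. Of 47229 probes, 14555 had 1 gene symbol and a detection p under 0.05 in at least 4 arrays, and the brightest such probe stood for each of 11192 genes. The share of probes detected per array was 36.9% to 40.9% with NCDP (median 39.4%), 34.4% to 44.5% with 50 nM (median 38.2%) and 35.0% to 37.3% with 80 nM of 7DP (median 35.8%). The mean signal per array was 359 to 493 with NCDP, 359.5 to 759 with 50 nM and 290.0 to 310.3 with 80 nM. The number of arrays limits the precision. One limma model with a coefficient per group gave two-sided tests, adjusted by the Benjamini-Hochberg method over all genes.
In each group, a pair of arrays was nearly identical: replicates 2 and 3 with NCDP, and replicates 1 and 2 at both doses of 7DP. Over 2746 bright genes, the median absolute log2 difference within these pairs was 0.07 to 0.08, and at least 0.21 for any other pair of the 12 arrays. After the arrays had been compared in this way, a second setting was added in which each pair was averaged and counted as 1 replicate, 3 per group. Its values are given below with the words "with the pairs averaged". The balance of rises and falls depended on the normalization. With scale in place of quantile normalization, the median log2 fold change of all genes at 80 nM was -0.23 instead of 0.05, and 79.9% instead of 36.3% of the genes passing the test were lower.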

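Interferon response genes rose most with 80 nM of 7DP against NCDP. The lists of cell cycle genes and of reported miR-7 targets shifted down by camera with its preset correlation, and with an estimated correlation 0 of the 22 lists passed at this dose (smallest adjusted p = 0.333; 1 at an unadjusted p under 0.05). At an adjusted p under 0.05 from limma, 802 genes were lower and 1410 were higher. Of these, 43 lower and 167 higher genes were left with the pairs averaged, which called no others (at an unadjusted p under 0.05, 950 lower and 1508 higher). Leaving out NCDP replicate 2, NCDP replicate 3, 7DP 80 nM replicate 1 or 7DP 80 nM replicate 2 gave 426, 490, 352 or 333 genes lower and 885, 932, 742 or 763 higher, most but not all of them among the 802 and 1410.
Among genes past the test and 1.5-fold whose 4 arrays with 7DP did not overlap the 4 with NCDP, the 15 largest falls included TAF4B, a subunit of the general transcription factor TFIID, with a log2 fold change of -2.13 (standard error 0.27, adjusted p = 5.79e-04), the mitochondrial carrier SLC25A36 with -2.07 (standard error 0.29, adjusted p = 0.00105), the ATPase OLA1 with -1.99 and the membrane glycoprotein BSG with -1.78. Of the 15, 7 kept their call with the pairs averaged: these 4, TCF4, MAZ and NBPF9, the last a member of a family of near copies. The 8 that lost it included the RNA helicase DDX17, at -2.40 (adjusted p = 0.00385, or 0.0582 with the pairs averaged), and the tetraspanin TSPAN5, at -2.35 (adjusted p = 0.00337, or 0.0650 with the pairs averaged). RNA18SN5, an 18S ribosomal RNA, was also among the 15, at -1.86 (adjusted p = 0.0185, or 0.152 with the pairs averaged). Of the 15, 7 were not detected in all 4 arrays with 80 nM, so the size of their fall depends on the background too.
Of the 10 largest rises chosen in the same way, 9 belonged to a list of interferon response genes. Of the 21 members tested, 15 were higher (16 when adjusted over the list alone) and 0 were lower by limma, also at an unadjusted p under 0.05. Their median log2 fold change was 2.70 (camera, adjusted p = 6.81e-10; p = 0.0955 with an estimated correlation), and 9 stayed higher with the pairs averaged. IFI6, an interferon-induced mitochondrial protein, rose by 4.80 on the log2 scale (standard error 0.42, adjusted p = 8.19e-05, or 0.00525 with the pairs averaged). Of the list, 10 members were detected in 0 NCDP arrays. They passed the detection filter only through arrays with 7DP, so a fall was hardly open to them and the count of 0 lower says little about them. The size of their rise also depends on how the background is handled, and the median of the list ranged from 2.21 to 3.62 over the planned settings with all arrays. ISG15, a ubiquitin-like protein induced by interferon, is one of them, with a fitted rise of 5.05 (standard error 0.66, adjusted p = 6.37e-04, or 0.0162 with the pairs averaged) that ranged from 4.29 to 7.02 over those settings. IFIT3 and OAS2 lost their calls under scale normalization. The other gene among the 10, RSPH4A, a component of cilia, was also detected in 0 NCDP arrays, with a fitted rise of 3.21 (standard error 0.25, adjusted p = 3.40e-05) that ranged from 2.55 to 4.87.
Of 31 cell cycle genes, 9 were lower and 2 higher (12 and 2 when adjusted over the list alone), with a median of -0.48 (camera, adjusted p = 1.40e-04; p = 0.0596 with an estimated correlation). The lower members included the spindle checkpoint kinase BUB1B at -1.21 (standard error 0.19, adjusted p = 0.00155), TOP2A, which untangles DNA, at -1.26 (adjusted p = 0.0303) and the replication helicase subunit MCM2 at -0.95 (adjusted p = 0.0397). BUB1B was the only member called with the pairs averaged (adjusted p = 0.0436). The 2 higher members were cyclin D1 (CCND1), at 1.02, and the kinase inhibitor CDKN1A, at 1.12, and neither passed the test under scale normalization.
Of 27 genes reported as miR-7 targets in earlier work, 5 were lower and 0 higher by limma (7 and 1 when adjusted over the list alone; 10 and 2 at an unadjusted p under 0.05). None of the 5 was called with the pairs averaged, when 0 members passed by limma (6 lower and 0 higher at an unadjusted p under 0.05). Their median was -0.22 (camera, adjusted p = 0.0411; p = 0.0549 with an estimated correlation). With 1 array left out in turn, the shift of the list did not pass without NCDP replicate 4 (adjusted p = 0.0625) or 7DP 80 nM replicate 4 (adjusted p = 0.220). Other settings also lowered the count of lists that shift at 80 nM by camera with its preset correlation. From 5 of 22 it fell to 3 with the table normalized by the authors, and to 1 with detection in all 12 arrays. SKP2, part of a ubiquitin ligase, was at -1.01 (adjusted p = 0.00494, or 0.0665 with the pairs averaged) and POLE4, a DNA polymerase subunit, at -0.93 (adjusted p = 0.0107, or 0.0762 with the pairs averaged). Predicted binding sites were not analysed here.

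**Figure D1:**
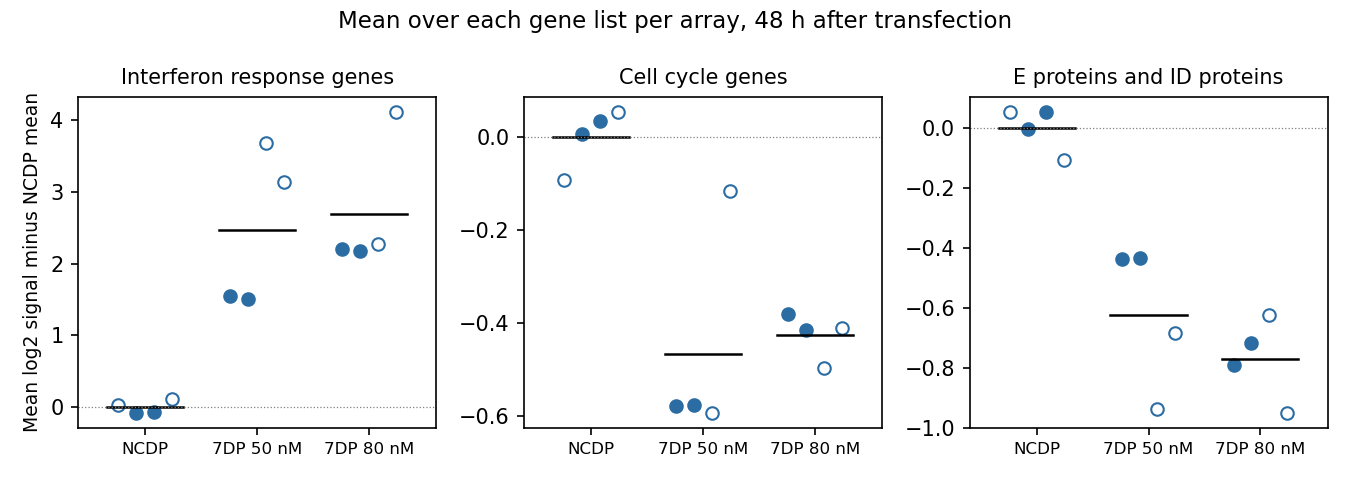
Mean log2 signal over the interferon response, cell cycle, and E and ID protein genes in each array, minus the mean of the NCDP arrays, by group. Points are arrays, filled for the near-identical pair of each group, and lines are group means. Interferon response genes lie at 1.50 to 3.68 with 50 nM and 2.17 to 4.12 with 80 nM of 7DP, against -0.08 to 0.12 with NCDP, and cell cycle genes at -0.50 to -0.38 with 80 nM.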

On the basis of the microarray data, we identified a set of *miR-7* downstream effectors that are downregulated by *miR-7* overexpression and contain putative binding sites for *miR-7* predicted by TargetScan and MicroCosm (Figure S1A,B, GEO entry GSE128011).

Specifically, we found that *miR-7* over-expression in human neural progenitor cells down-regulated bHLH genes *TCF4* and *TCF12*, both involved in neural development, as well as *TCF7L2,* encoding a Wnt/β-catenin pathway TCF/LEF effector [37,38]. 

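TCF4, TCF12 and TCF7L2 were all lower with 80 nM of 7DP than with NCDP. TCF4, an E protein that dimerizes with tissue-specific bHLH factors, lies on chromosome 18 of GRCh38.p14 from 55222185 to 55635957. Its log2 signal was 9.71 ± 0.17 (SD, n = 4) with NCDP and 7.88 ± 0.44 (SD, n = 4) with 7DP, a log2 fold change of -1.83 (standard error 0.28, adjusted p = 0.00137) that leaves 28.2% of the NCDP level. TCF7L2, a DNA-binding partner of β-catenin, lies on chromosome 10 from 112950247 to 113167678 and went from 8.09 ± 0.43 to 6.33 ± 0.45 (SD, n = 4), a change of -1.76 (standard error 0.25, adjusted p = 0.00111), or 29.6% of the NCDP level. TCF12, another E protein, lies on chromosome 15 from 56918090 to 57291310 and went from 12.22 ± 0.15 to 11.55 ± 0.25 (SD, n = 4), a change of -0.67 (standard error 0.19, adjusted p = 0.0239), or 62.9% of the NCDP level.
For each of the 3 genes, all 4 arrays with 7DP lay below all 4 with NCDP at either dose (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). The paper names these genes as lower from the same arrays, so their p-values are no independent test. At 80 nM, 1026 of the 11192 genes tested lay below NCDP in this way, and 23.7% did not overlap in either direction. With each near-identical pair as 1 sample, 3 against 3 allow no exact p under 0.1. TCF4 and TCF7L2 also passed at 80 nM with the pairs averaged (adjusted p = 0.0421 and 0.0261) and TCF12 did not (adjusted p = 0.123). TCF12 also did not pass without NCDP replicate 2 (adjusted p = 0.0682), NCDP replicate 3 (0.0616), 7DP 80 nM replicate 1 (0.0504) or 7DP 80 nM replicate 3 (0.0590). TCF4 and TCF7L2 each rest on 1 probe. TCF7L2 was detected in 11 arrays, 3 of the 4 with 80 nM among them, so the size of its fall depends on the background too. Over the planned settings with all arrays it ranged from -2.15 to -1.41. The log2 signal of TCF7L2 in NCDP replicate 1 was 8.74 against 7.85 to 7.91 in the other NCDP arrays (a change of -1.55 without that array). A second TCF12 probe gave -0.74 (standard error 0.19), and the dimmest of the 3, detected in 9 arrays, gave -2.91 (standard error 0.31), a size that depends on the background.
With 50 nM of 7DP, TCF4 changed by -1.09 (adjusted p = 0.0374) and TCF7L2 by -1.04 (adjusted p = 0.0315), while TCF12, at -0.64, did not pass (adjusted p = 0.0609). With the pairs averaged, the adjusted p was 0.169 for TCF4, 0.111 for TCF7L2 and 0.211 for TCF12 at this dose, and the call of TCF4 was lost without any 1 of 8 arrays and that of TCF7L2 without any 1 of 5. The difference between the doses did not pass for TCF4 (-0.74, adjusted p = 0.318), TCF7L2 (-0.72, adjusted p = 0.304) or TCF12 (-0.03, adjusted p = 0.981).
Of the 7 E proteins and ID proteins, which pair with or block bHLH factors, 4 were lower at 80 nM and 0 higher by limma (the same counts when adjusted over the list alone; 5 and 0 at an unadjusted p under 0.05). The median was -0.68 (camera, adjusted p = 0.00105; p = 0.0194 with an estimated correlation, which did not pass after adjustment over the lists). The list holds TCF4 and TCF12, which the paper names as lower from these same arrays. Its counts and its shift are therefore no independent test. Besides TCF4 and TCF12 the lower members were ID3, at -1.09 (adjusted p = 0.00436, or 0.0645 with the pairs averaged), and ID1, at -0.94 (adjusted p = 0.00562, or 0.0924 with the pairs averaged). Of the 4 TCF/LEF factors and β-catenin tested, TCF7L2 and LEF1 (-0.72, adjusted p = 0.0109, or 0.108 with the pairs averaged) were lower and β-catenin (CTNNB1, 1.49, adjusted p = 0.0188) was higher, with 2 and 1 also when adjusted over the list alone and no shift of the list by camera (adjusted p = 0.290). CTNNB1 did not pass with the pairs averaged (adjusted p = 0.145), under scale normalization (0.0534) or without NCDP replicate 1 (0.0505), 7DP 80 nM replicate 1 (0.0586) or 7DP 80 nM replicate 2 (0.0576). In every array with 80 nM of 7DP the mean of the interferon response genes was also above that of every NCDP array. From genes that were lower on the arrays and carried sites predicted for miR-7, the paper identifies a set of downstream effectors, and it places TCF4, TCF12 and TCF7L2 among them.

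**Figure D2:**
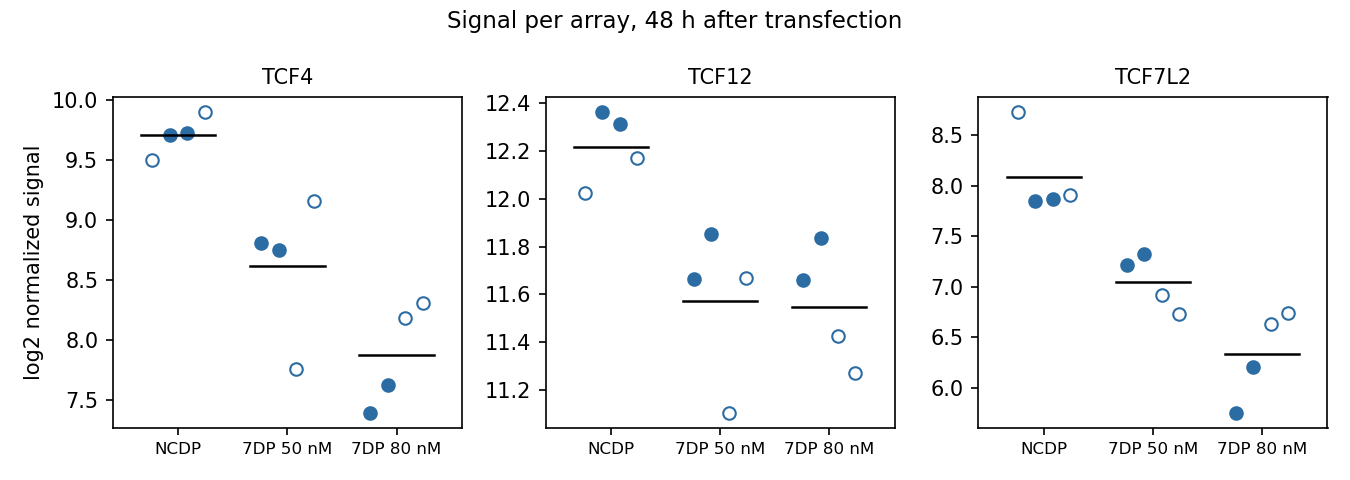
Log2 normalized signal of TCF4, TCF12 and TCF7L2 in each array, by group. Points are arrays, filled for the near-identical pair of each group, and lines are group means. For each gene all 4 arrays at 50 nM and all 4 at 80 nM of 7DP lie below all 4 NCDP arrays.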

The top hits TCF4 and TCF12 belong to the bHLH group of transcription factors, with TCF4 playing a role in the pontine nucleus development [39], and TCF12 involved in mDA specification [4] and neural stem cell proliferation [40]. 

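Ordered by the size of the fall at 80 nM among the 11192 genes tested, TCF4 was at place 19, TCF7L2 at place 22 and TCF12 at place 960. Ordered by p they were at places 106, 75 and 1364. With 50 nM of 7DP the places by the size of the fall were 83 for TCF4, 106 for TCF7L2 and 633 for TCF12. The second TCF12 probe would take place 791 at 80 nM, and the dimmer one place 1, through a fold that depends on the background, since it was detected in 9 arrays. ID3, an inhibitor of bHLH factors, was at place 267 at the higher dose, and PAX6, a transcription factor of neural progenitors, at place 5898, with a log2 fold change of 0.08 (standard error 0.28, adjusted p = 0.865). The arrays with 80 nM went both ways for PAX6. Replicates 1 and 2, the near-identical pair, were at 9.56 and 9.49 and replicates 3 and 4 at 8.57 and 8.19, against 8.80 to 8.93 with NCDP. A dimmer PAX6 probe gave -0.73 (standard error 0.30). TCF7L2 was detected in 3 of the 4 arrays with 80 nM, so its fold and place depend on the background too. The place of a gene depends on its brightest probe and carries no test of its own.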

The total context scores for *TCF4* and *TCF12,* predicted by TargetScan, were 0.59 and 0.69, respectively. Specifically, *miR-7* has a 7mer-m8 seed match for *TCF4* and an 8mer seed match for *TCF12,* conserved from zebrafish to humans, in the 3′ UTRs of their mRNAs (Figure 1A).

The Wnt effector TCF7L2 had a TargetScan score below 0.1; however, manual target scanning on updated sequence releases could identify canonical *miR-7* binding sites (7_A1) in the 5′ UTR of human and mouse mRNAs, as well as canonical *miR-7* binding sites (7_m8 and 7_A1) in the 5′ and 3′ UTR of zebrafish *tcf7l2* mRNA (Figure 1A). 

To validate gene expression changes upon *miR-7* over-expression, we focused our attention on the two top hits *TCF4* and *TCF12*, performing real-time PCR and detecting, on average, a 40% decrease of both mRNAs levels; the known *miR-7* target *PAX6* was used as positive control [19] (Figure 1B). To verify that *TCF4* and *TCF12* were direct targets of *miR-7*, we cloned the entire 3′UTR region of human *TCF12* and the partial 3′UTR region of *TCF4* downstream of the *Renilla* luciferase gene in the psiCHECK2 vector. A 70% repression of the luciferase activity was observed in HEK-293T cells using a *miR-7*-responsive construct (7-MRE, positive control), and a 40% reduction for both *TCF4* and *TCF12* (Figure 1C). This repression was abolished by introducing a 3-base mutation in the *miR-7* seed match region of *TCF4* (negative control).

After discovering canonical *miR-7* sites in the 5′UTR of human, mouse, and zebrafish *TCF7L2* mRNAs, we confirmed that *miR-7* could decrease the protein levels of this Wnt transducer. According to our Western blot analysis, the TCF7L2 protein levels were significantly decreased upon *miR-7* over-expression in a dose-dependent manner (Figure 1D,E). Conversely, TCF7L2 protein levels increased upon knockdown of *miR-7* using antisense oligomers.

Overall, these data validated our analysis for potential *miR-7* target genes, confirming that, in human neural progenitor cells, two key bHLH neural fate regulators (*TCF4* and *TCF12*) are direct targets of *miR-7*, and that the protein levels of the Wnt signaling transducer TCF7L2 are negatively regulated by *miR-7*.

### 3.2. Zebrafish miR-7a Shows Tissue-Specific Expression during Development and Adulthood

To functionally characterize *miR-7 in vivo*, we selected the zebrafish owing to the ease of growth and analysis. The sequence of *miR-7* is conserved between human, mouse (*miR-7a* form), and zebrafish (*miR-7a* form) (http://www.mirbase.org/). To ascertain the spatiotemporal expression of zebrafish *miR-7a* during development, we performed *in situ* hybridization using DIG-labelled LNA probes specific to the *miR-7a* sequence. The staining was performed at various stages from 24 h post fertilization (hpf) to 96 hpf at 12 h intervals for each time point. *miR-7a* was first weakly expressed in the brain at around 36 hpf (data not shown), with high intensity at around 48 hpf (Figure S2A,B). Within the brain, *miR-7a* is highly restricted to specific regions of the forebrain, namely in the telencephalon, hypothalamus, and adenohypophysis. Partial overlap of *miR-7a* was observed with Wnt-responsive and *th*-positive cells located in the diencephalic area of the zebrafish brain (not shown). Additionally, we observed *miR-7a* expression in the pancreas, at 96 hpf (Figure S2C,D). The highly-restricted expression of *miR-7a* was retained in the adult (two years of age) in the same regions (Figure S2E,F). By quantifying *miR-7a* expression using a more sensitive technique (qRT-PCR), we showed that the expression initiates at 48 hpf and continues to increase until 7 dpf. 

In the adult, the expression was very high (around 800-fold) in the forebrain region, while the hindbrain showed little or no expression (Figure S2G).

### 3.3. miR-7 is a Negative Regulator of the Wnt/β-catenin Pathway in Both Human Cells and Zebrafish Embryos

As we found a gene encoding a key Wnt/β-catenin signaling effector (*TCF7L2*) among the *miR-7* down-regulated genes, we checked if zebrafish *miR-7a* could play a role in Wnt signaling regulation *in vivo.* For this purpose, we exploited the zebrafish Wnt reporter transgenic line Tg*(7xTCF-Xla.Siam:GFP)^ia4^* [26] to detect Wnt/β-catenin signal responsivity upon *miR-7* over-expression and knockdown. Tg*(7xTCF-Xla.Siam:GFP)^ia4^* embryos were injected at the 1-cell stage with anti-*miR-7* morpholino (MO) and a mismatch MO, and the phenotype was analyzed at 42 hpf. 

*miR-7* knockdown resulted in an increase in GFP expression in the ventral part of the brain, indicating increased Wnt activity (Figure 2A,B). To further validate the role of *miR-7* in the regulation of Wnt signaling, we used the TOP flash/FOP flash system, a Wnt-reporter assay. HEK293T cells were transfected with TOP flash or FOP flash, pRL-TK (control *Renilla* luciferase) vectors, and NCDP or 7DP. After 7DP transfection, the luciferase activity from the TOP flash vector, containing seven intact TCF-binding sites, was repressed by almost 60%. On the contrary, there was no significant change in the activity of the FOP flash vector, which contains mutated TCF binding sites (Figure 2C). 

On the other hand, *miR-7* knockdown, by either injection of anti-mature *miR-7a* MO or co-injection of anti-pre-*miR-7* loop MOs, revealed an increase of Wnt activity in the diencephalon of the zebrafish embryo (Figure 3A–D,G; MO validation shown in Figure S3A,B).

Importantly, we found that the increased Wnt signaling observed after *miR-7a* knock-down was pheno-copied by *miR-7a* gene knock-out, obtained by Crispr/Cas9 genome editing (Figure 4). 

Specifically, we used a combination of multiple gRNAs targeting the *miR-7a* gene (Figure 4A) to induce a locus-specific indel modification (Figure 4B), resulting in a decrease of endogenous *miR-7* expression (Figure 4C–E). Gene-edited embryos (“crispants”) in Wnt-reporter background displayed a raise of Wnt signaling response in the ventral brain, ranging from a 20% up to an 80% increase, compared with control levels, depending on the gRNA combination (Figure 4 F–H). 

Taken together, zebrafish *miR-7* knockdown and knock-out both lead to an increase in Wnt signaling levels.

In addition, we assessed the expression of *id3*, a marker known to be induced by Wnt/β-catenin signaling, playing a role in cell-cycle progression in neural progenitor cells [40,41]. Upon *miR-7* knockdown, we observed an increase in *id3* expression levels along with an increased number of Wnt-responsive cells in the posterior tuberculum and hypothalamus (Figure 3E,F,H,I). 

Taken together, these experiments show both *in vitro* and *in vivo*, in human- and zebrafish-based setups, that *miR-7* exerts a negative control on Wnt/β-catenin signaling activation.

As Wnt/β-catenin signaling plays a pivotal role in the proliferation of progenitor cells, we checked in the same Wnt reporter line whether *miR-7* over-expression and knockdown influenced cell proliferation in zebrafish. 

For this purpose, we used the anti-phosphohistone-H3 (PHH3) antibody, a known marker for mitotic cells [42], to evaluate changes in cell proliferation upon *miR-7* manipulation. Over-expression of *miR-7* resulted in a reduction of proliferating cells in 2 dpf embryos with less or no PHH3 staining, particularly in the diencephalon (Figure S4A,B). 

On the contrary, knockdown of *miR-7a* resulted in an increased number of PHH3+ cells in the brain, associated with Wnt+ cells (Figure S4C,D). Overall, these data suggest that *miR-7a*, by modulating the Wnt/β-catenin pathway, regulates cell proliferation in the Wnt-responsive regions of the zebrafish brain.

### 3.4. miR-7a Regulates the Development of Dopaminergic Neurons 

Our data showed that the knockdown of *miR-7a* results in the activation of Wnt-responsive cells in the diencephalic region, especially in the ventral posterior tuberculum and hypothalamus of zebrafish embryos. Notably, these regions contain DA neurons in zebrafish [5,43,44].

Previous reports indicated that *miR-7a* had a role in mature DA neurons, as it was found to regulate translation of α-synuclein [45], whose aggregation is a major cause of PD. In parallel, several reports have previously highlighted the role of Wnt/β-catenin signaling in DA neurons’ development [46,47]. As we found that *miR-7a* negatively regulates the Wnt signaling pathway, we wanted to check whether *miR-7a* could affect DA neurogenesis. As a preliminary approach, we used the Virtual brain explorer (Vibe-Z)-based software [35] to check the possible co-localization of Wnt-responsive cells with regions positive for tyrosine hydroxylase (TH), a known marker for mature DA neurons [43]. Vibe-Z automatically maps cell signaling and gene expression data to 3D reconstructions of the zebrafish brain, with single-cell resolution. Using this software, we observed that a subset of Wnt-responsive cells in the zebrafish brain appeared to co-localize with TH+ cells at 72 hpf (Figure 5A,B). By whole-mount *in situ* hybridization, we detected a partial overlap between TH expression and Wnt signaling activation (Figure 5C,D), which corroborated the *in silico* prediction. These results prompted us to verify the effects of *miR-7a* perturbation on the DA neuronal population. Anti-*miR-7a* MOs were injected into zebrafish embryos at 1-cell stage and the TH differentiation marker was analyzed by *in situ* hybridization at 3 dpf. The knock down of *miR-7a* caused a significant increase in the number of TH+ cells in the diencephalic region of the brain (Figure 6A–F’’). On the contrary, over-expression of *miR-7a* resulted in a decreased number of TH+ cells (Figure 6G–G’’; quantifications in H,I). These variations appeared to specifically affect *th*-positive neuronal populations located in the ventral diencephalon (where most of zebrafish DA neurons are located) and, to a lesser extent, in the dorsal diencephalon, as well as in the hindbrain region, where *th*-positive noradrenergic populations are located. 

In addition, to assess the role of *miR-7a* at earlier stages of DA neuron specification, we used *nr4a2a* and *lmx1bb* as neural markers previously associated to DA precursor areas. Specifically, *nr4a2a* is required for the development of *th*-positive DA neurons in the pretectum, preoptic area, and retina. Conversely, *lmx1bb* is expressed in a diencephalic territory that might contain ventral diencephalon DA precursors, as its knock-down affects diencephalic DA neuron formation (as well as hindbrain noradrenergic populations) [20]. Knockdown of *miR-7a* resulted in an increased expression of both *nr4a2a*- and *lmx1bb*-positive cells, while over-expression of the *miR-7* resulted in a decrease of cells positive for both markers (Figure S5A–J). From these zebrafish experiments, we deduced that *miR-7a* can negatively control the production of several immature and mature diencephalic DA populations *in vivo.* To find out whether these observations, made in the zebrafish model, could have implications for human biology, we further studied the role of *miR-7* in the neurogenesis of DA cells in NPCs, derived from human ES cells.

### 3.5. Human miR-7 Regulates the Development of Human DA Neurons In Vitro 

To evaluate the role of *miR-7* in DA neural development *in vitro*, we used the H9 NPC differentiation system to obtain a population containing DA neurons [48]. For the first 10 days, H9 NPCs were treated with SHH and bFGF for the patterning of neural progenitors, and for the next 14 days, these were treated with BDNF, GDNF, ascorbic acid, dibutyryl cAMP, and TGFβ to trigger differentiation of progenitors into DA neurons. After 21 days, neurons expressed DA-specific markers PITX3, LMX1A, TH, and NURR1, as assessed by immunostaining and qPCR (Figure 7).

To alter *miR-7* expression during differentiation, 7DP, NCDP, *miR-7* antisense, and control antisense were transfected twice at 72 h intervals. At 10 days post-transfection, TH immunostaining along with TUJ1 (mature neuronal marker) staining was carried out. A decrease in the number of TH+ neurons (~15%) was detected upon *miR-7* over-expression, when compared with NCDP (Figure 7A–C), while the knockdown of *miR-7* resulted in an increased number of TH+ neurons (~20%) (Figure 7D,E; quantifications in F). Overall, our data from both zebrafish and human-based neural differentiation assays point to a suppressive role for *miR-7* in DA neurogenesis.

### 3.6. Over-Expression of miR-7 Results in an Increase in Shh-Responsive and olig2-Expressing Cells in Zebrafish Embryos

Taken together, our results suggest that an excess of *miR-7* reduces the number of DA neurons, and that *miR-7* deficiency increases the number of DA neurons. 

Interestingly, our preliminary data from ReNVM and H9 NPC differentiation show also an increased expression of glial markers (PDGFRα and Sox10) upon *miR-7* overexpression (L. Adusumilli, preliminary observations). It is known that Wnt signaling plays a key role in oligodendrocyte development [11]. On the other hand, Shh has been shown to directly induce expression of Olig2, and a Wnt-Shh antagonism is known to underlie the regulation of oligodendrocytes development [49]. Thus, we sought to investigate *miR-7* levels in Shh and Olig2 reporter backgrounds, taking advantage of available *Shh:GFP* and *olig2:EGFP* zebrafish transgenic lines (see Mat&Met section). The injection of 7DP in *Shh:GFP* and *olig2:EGFP* embryos resulted in an increase of Shh-responsive and *olig2*-expressing cells, when compared with the control; this took place in parallel with a decrease of both signals when *miR-7* was knocked-down (Figure 8A–J). 

The positive influence of *miR-7* on Shh responsivity and *olig2* expression was confirmed independently from the green or red version of their reporters (Figure S6A–F). Interestingly, for the *olig2* marker, increase upon *miR-7* over-expression was also confirmed in the spinal cord, using both transgene and antisense riboprobe analysis (Figure S6G–J; quantifications in K). 

Finally, similar increased or decreased expression was observed for another oligodendrocyte marker, *sox10*, upon *miR-7* over-expression or knock-down, respectively (time-window: 48–60 hpf; not shown). Overall, these observations point to a role for *miR-7* in the positive regulation of oligodendrocyte progenitors. The role of *miR-7* on neuronal/glial markers was also verified in *miR-7* crispants, confirming an increase in the number of *th*-positive cells (Figure S7A–C) and a decrease of *olig2* expression (Figure S7D–F). Interestingly, the physiological expression of Shha was not significantly decreased (Figure S7G–I), suggesting that *miR-7* may affect the number of Shh-responsive cells downstream of a substantially intact Shh signal.

### 3.7. miR-7 Manipulation Affects the Balance of Wnt/Shh Signaling in Neural Populations

To demonstrate the specificity of the MO-mediated *miR-7* deficiency, we attempted to rescue the phenotype by co-injecting *miR-7a* MO along with 7DP in double transgenic lines simultaneously expressing *Wnt:mCherry* and *Shh:GFP* reporters. We observed that the *miR-7a* morphant phenotype was partially rescued by over-expression of 7DP (Figure S8A,C). In parallel, the over-expression or knockdown alone elicited opposite effects in the reporter lines (Figure S8B,D; quantifications in E,F). Whereas *miR-7a* morphants and over-expressed embryos developed a characteristic phenotype and less than 10% survived with normal morphology by 2 dpf, the co-injection of 7DP and anti-*miR-7a* MO induced an 80% rescue of the normal balance of expression of *Wnt:mCherry* and *Shh:GFP* reporters (Table S1), supporting the specificity of 7DP and anti-*miR-7a* MO activities in Wnt and Shh signaling regulation.

As a final step, we pharmacologically modulated Wnt and Shh signaling in parallel with *miR-7* downregulation and overexpression. This set of experiments, summarized in Supplementary Figures S9 and S10, further support the role of *miR-7* on *th*-positive cells through Wnt and Shh signal balancing. Indeed, the downregulation of *miR-7* under Wnt signaling inhibition, as well as the upregulation of *miR-7* under Wnt over-activation, can rescue the physiological number of *th*-positive cells (Figure S9A–T). The same result is obtained by upregulating *miR-7* under Shh signaling inhibition (Figure S10A–J).

In conclusion, our results obtained in human cells and in developing zebrafish demonstrated that several genes encoding transcription factors involved in neurogenesis could be regulated by *miR-7* during development of DA neurons. Specifically, we show that TCF4 and TCF12, two bHLH factors known to be involved in the initiation of neuronal differentiation, including DA neuron formation, are directly regulated by this miRNA. Moreover, protein levels of the Wnt signaling effector TCF7l2, known for its interaction with Olig2 during development of oligodendrocytes, and for the regulation of thalamic and habenular neuronal identity [15], inversely correlate with *miR-7* levels. 

Notably, all three genes, *TCF4*, *TCF12*, and *TCF7L2*, here identified as *miR-7* targets, are expressed in the zebrafish diencephalon (ZFIN database), the area where we observed the strongest effects of *miR-7* modulation on DA neuronal populations.

Although a role for selected miRNAs as well as for Wnt and Shh signaling has been previously recognized in neural fate decision and DA development [50,51], no study at the whole-animal level has so far demonstrated how the balance between these signals, and the relative amount of DA neurons, could depend on the levels of a single miRNA.

Our results show the following: (i) *miR-7* is expressed in the embryonic brain region, where forebrain DA neurons are formed; (ii) *miR-7* levels inversely correlate with Wnt-signaling responsiveness and cell proliferation within that region; (iii) *miR-7* levels directly correlate with Shh-signaling responsiveness and the number of *olig2*-positive cells; (iv) Wnt- and Shh-responsiveness is simultaneously modulated when *miR-7* levels are manipulated *in vivo*; and (v) markers for immature and mature DA neurons inversely correlate with *miR-7* levels.

As summarized in Figure 9, *miR-7* activity on Wnt signaling suppression and DA neuron regulation is strictly interlaced with Shh responsiveness and oligodendrocyte marker upregulation, determining an opposite and balancing effect on these pathways *in vivo*. This could be at least in part an indirect outcome, owing to the known antagonistic role of the pathway transducers β-catenin (Wnt) and Gli1 (Shh) in regulating TCFs and their downstream target genes [52].

On the other hand, a direct role of *miR-7* on oligodendrocyte specification and maintenance has been previously proposed, based, however, on *ex vivo* and *in vitro* studies [53].

The expression pattern of zebrafish *miR-7a* in the forebrain is consistent with its role in the development of DA cells located in this region; specifically, the knockdown of *miR-7a* resulted in an *in vivo* increase of the Wnt-reporter GFP expression in the diencephalon, suggestive that *miR-7* negatively regulates diencephalic Wnt signaling and that this effect might be mediated by the Wnt transducer Tcf7l2, a TCF factor that we found to be significantly down-regulated upon *miR-7* over-expression. 

Our analysis of *miR-7* activity adds important missing elements in the molecular mechanisms of Wnt signaling regulation *in vivo*. In fact, the *miR-7*-dependent negative regulation of diencephalic DA cells appears to occur in the proliferative areas of the Wnt-responsive regions of the zebrafish brain, where DA precursors form and differentiate. This raises interesting implications in the analysis of molecular mechanisms underlying PD development, offering new miRNAs/signaling pathways cross-talks specifically targetable for its treatment, in the framework of existing research strategies [54,55,56].

In summary, based on an outcome of gain-of-function and loss-of-function experiments, we conclude that *miR-7* acts as a negative regulator of Wnt signaling, controlling the production of mature DA neurons *in vivo* in zebrafish and in human stem cell-based neural differentiation assays. Taken together, these results suggest a conserved and crucial role for *miR-7* in regulating DA neurogenesis in the vertebrate brain.

## Figures and Tables

**Figure 1:**
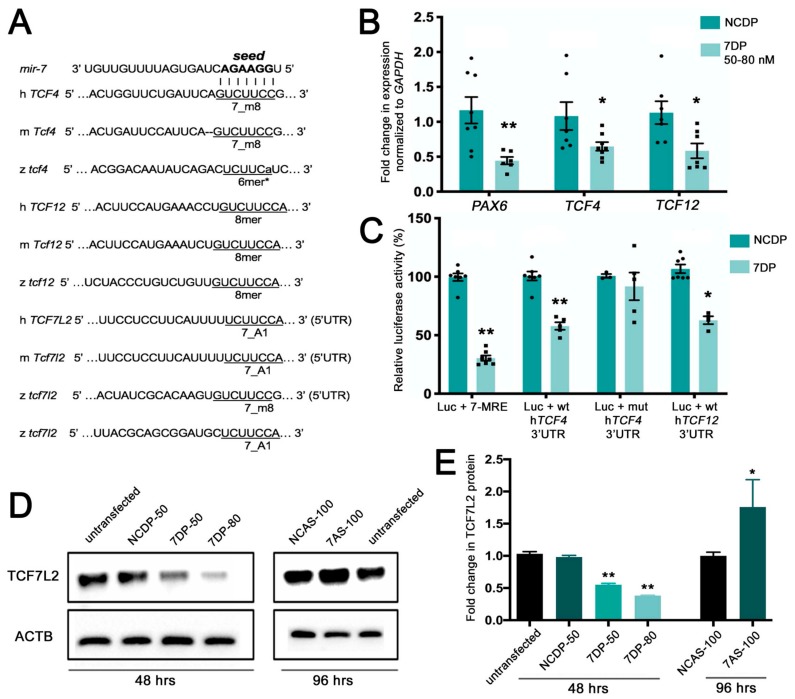
*miR-7* negatively regulates *TCF7L2,* encoding the Wnt/β-catenin transducer, and the basic helix–loop–helix (bHLH) genes *TCF4* and *TCF12.* (**A**) Various seed match regions (7_m8, 6mer*, or 8mer types) for *miR-7* are detectable in the human (h), mouse (m), and zebrafish (z) 3′UTRs of *Tcf4* and *Tcf12* transcripts. A seed match region for *miR-7* is detectable in the 5′UTR of *Tcf7l2* transcripts in the three species; an additional 7_A1 seed region is detectable in the 3′UTR of the zebrafish *tcf7l2* transcript. (**B**) *TCF4* and *TCF12* are down regulated by *miR-7,* following *miR-7* over-expression (*miR-7* duplex (7DP)). *PAX6* is used as a positive control being a known target of *miR-7*. Normalization was done to *GAPDH* and presented as fold change ± SEM (*n* ≥ 3) relative to the expression of control duplex NCDP; (*) *p* < 0.05 and (**) *p* < 0.01. (**C**) Luciferase reporter assay: the 3′UTR region of *TCF12* and the 3′UTR of b-fragment of *TCF4* were cloned downstream of the *Renilla* luciferase gene in the psiCheck2 vector. Repression of the luciferase activity was observed for *miR-7* miRNA response element (MRE) (75%), *TCF4* 3′UTR (40%), and *TCF12* 3′UTR (~40%). Every *Renilla* luciferase reading was normalized to that of the control firefly luciferase. The luciferase activities of *miR-7* transfected cells were presented as percentage relative to the level of luciferase in NCDP transfected cells (this control luciferase level is considered as 100%). The values represent average ± SEM (*n* ≥ 8). Two-tail t-test results are indicated by (**) *p* < 0.01 and (*) *p* < 0.05, relative to NCDP. (**D**) *miR-7* represses the endogenous TCF7L2 protein levels in neural progenitor cells 48 h after transfection with 7DP at two tested doses: 50 nM and 80 nM (control duplex: NCDP50). Antisense down-regulation of *miR-7* (7AS-100) leads to increased levels of TCF7L2 protein, compared with control antisense (NCAS-100) and untransfected controls (analysis at 96 h after transfection). (**E**) The TCF7L2 protein levels were quantified from the Western blot bands, normalized to the β-actin (ACTB) levels and presented as fold change ± SEM (n ≥ 3). Two tailed *t*-tests are indicated by (*) *p* < 0.05 and (**) *p* < 0.01.

**Figure 2:**
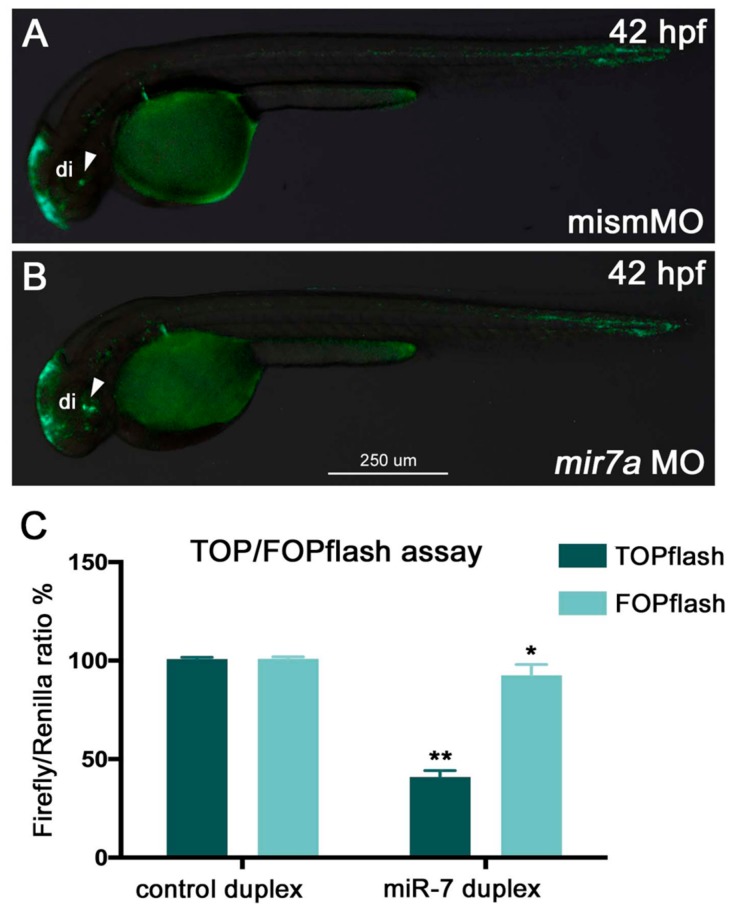
*miR-7* negatively regulates Wnt signaling in zebrafish embryos and HEK293T cells. (**A,B**) *miR-7* knockdown in zebrafish (*mir7a* MO) resulted in an increase of Wnt reporter expression in the ventral brain (**B**, green signals indicated by the white arrowhead) when compared with embryos injected with the control mismatch morpholino (mismMO) (**A**). Both panels display lateral views of 42 hpf *Wnt:GFP* transgenic embryos, anterior to the left; di: diencephalon. (**C**) HEK293T cells were co-transfected with TOPflash vector, NCDP, or 7DP, as well as *Renilla* luciferase control vector (pRL-TK). Similarly, the FOPflash vector (with mutated Tcf binding sites) was co-transfected with NCDP and 7DP, as well as pRL-TK. Luciferase activity was measured at 48 h post-transfection. About a 60% reduction in luciferase activity was observed in the TOPflash vector, whereas not much significant change was observed in the FOPflash vector. Luciferase readings were normalized to the co-transfected control *Renilla* luciferase vector pRL-TK plasmid. The error bars represent luciferase activity average ± SEM, where the experiment was done four times with two biological replicates each time (*n* = 6). Two-tailed *t*-tests are described as (**) where *p* < 0.01, and (*) where *p* < 0.05.

**Figure 3:**
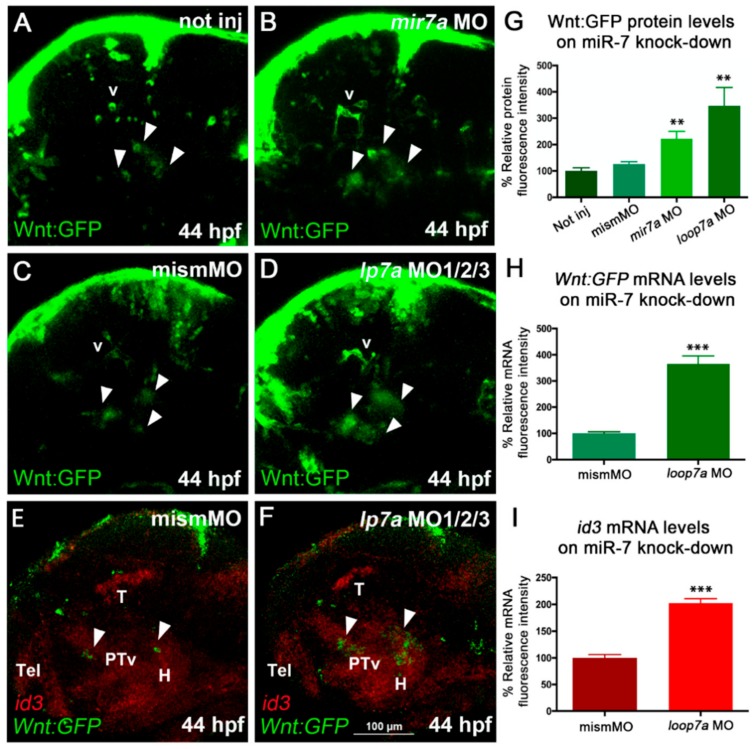
*miR-7* knockdown increases Wnt signaling in the zebrafish diencephalon. (**A**,**B**,**C**) Morpholino-mediated knock-down of *miR-7* (mature form) increases Wnt-reporter GFP (Green Fluorescent Protein) in the diencephalon (arrowheads) of *miR-7* morphants (**B**) compared with not injected (**A**) and mismatched MO-injected (**C**) controls. Increased Wnt-reporter GFP is confirmed in *loop7a1/2/3* (immature *miR-7*) morphants (**D**). (**E**,**F**) Two-color *in situ* hybridization for *id3* (landmark) and *Wnt:gfp* mRNAs shows that most of the diencephalic Wnt-responsive cells (arrowheads) are located in the ventral posterior tuberculum (PTv) and hypothalamic (**H**) regions of 44 hpf embryos. *Loop7a1/2/3* morphants display increased *id3* and *gfp* expression, compared with controls. All panels show 44 hpf embryonic heads in lateral view, from anterior to the left. Tel: telencephalon; T: tectum; v: vessels. (**G**,**H**,**I**) Quantitative analysis of Wnt reporter in the zebrafish ventral diencephalon. Chart G refers to A–D experimental series; charts H and I refer to E–F experiments. Error bars represent ± SEM. The experiments were repeated thrice. Sample size n = 5 for quantification using Volocity software. Unpaired *t*-test results are indicated by (**) *p* < 0.01 and (***) *p* < 0.001. All panels zoom on the dorsal diencephalic (dd) region of 2 dpf embryos in lateral view, from anterior to the left. Displayed images represent the average phenotype from batches of *n* = 20 embryos per condition; the experiment was performed in duplicate.

**Figure 4:**
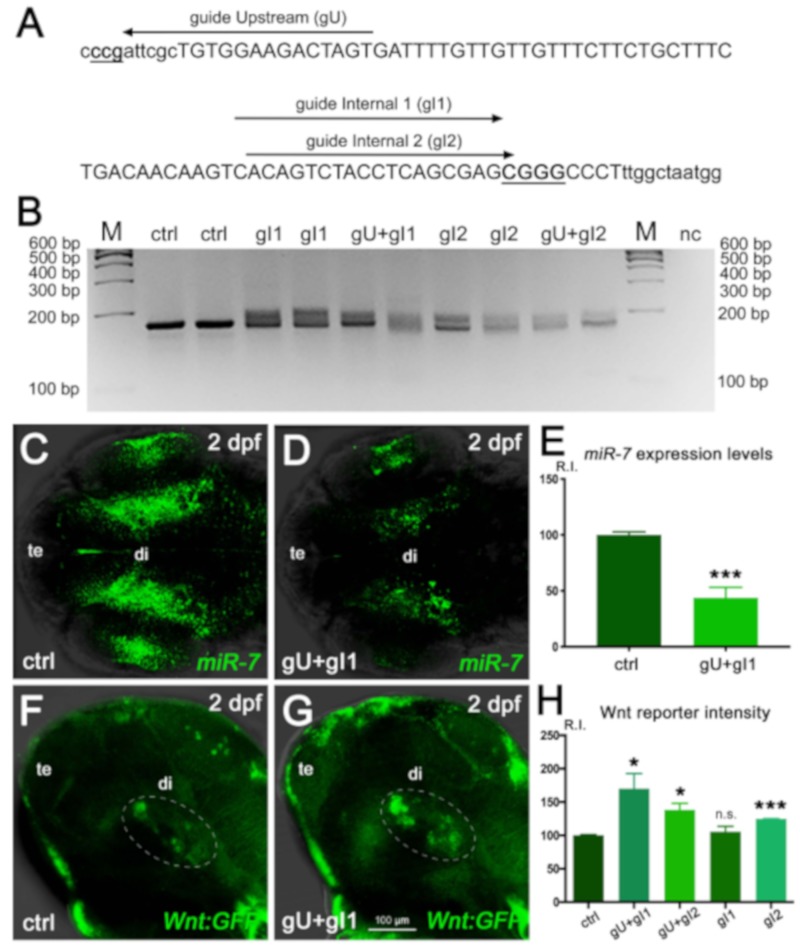
*miR-7* gene editing decreases *miR-7* expression and increases Wnt signaling in the zebrafish diencephalon. (**A**) Position of the three Crispr/Cas9 guides used to perform gene editing in the zebrafish *miR-7a* locus. (**B**) Agarose gel electrophoretic analysis of the Crispr/Cas9-targeted region in the *miR-7a* gene, PCR-amplified from genomic DNA of control (ctrl) or guide-injected (g) embryos. Smears indicate Crispr/Cas9-induced gene modification. M: size marker; nc: PCR negative control. (**C**–**E**) Decreased *miR-7* expression is observed in crispants injected with the gU + gI1 Crispr/Cas9 guides, compared with the control (ctrl). Signal quantification (R.I.: relative intensity) is shown in **E**; (***), *p* < 0.001, *n* = 6. (**F**–**H**) Analysis of diencephalic Wnt signaling (green cells within the white dashed ellipse) in the control (ctrl, F) and guide-injected (gU + gI1, G) Wnt:GFP transgenic embryos (**G**). Signal quantification is shown in (**H**). The highest Wnt signal increase (80% more than the control level) is reached with the gU + gI1 guide combination; (*) *p* < 0.05 and (***) *p* < 0001; (n.s.), not significant; *n* = 6. All embryonic heads are at 2 dpf and in dorsal (**C**,**D**) or lateral (**F**,**G**) view, with anterior to the left. te: telencephalon; di: diencephalon.

**Figure 5:**
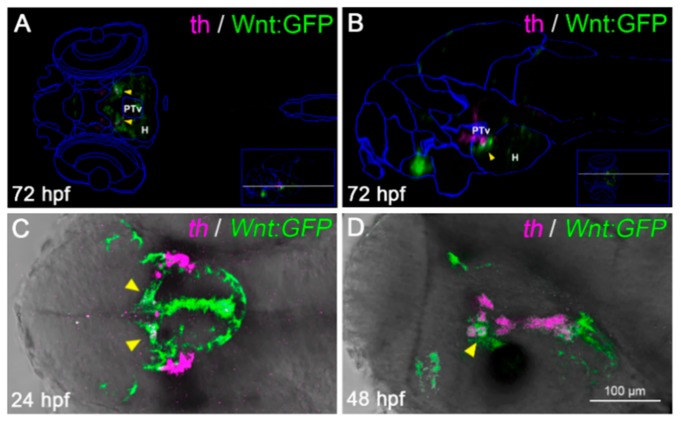
A subset of diencephalic Wnt-responsive cells express the dopaminergic (DA) marker tyrosine hydroxylase (TH). (**A**,**B**) Virtual anatomical reconstruction of a 72 hpf zebrafish brain, generated by ViBE-Z software, merging Wnt:GFP (green) and tyrosine hydroxylase (*th*, magenta) expression domains, compared with reference anatomical areas (blue lines). Virtual co-localizations (yellow arrowheads) are detected at the boundary between the ventral posterior tuberculum (PTv) and hypothalamus (H). (**A**,**B**) are dorsal and lateral views, respectively, with the anterior to the left, across the PTv/H boundary (section planes shown by white lines in the insets). (**C**,**D**) Co-localization of *th*-positive and Wnt-responsive areas (yellow arrowheads) is confirmed by dual color *in situ* hybridization in 24 and 48 hpf embryos. (**C**,**D**) are dorsal and lateral head views, respectively, with the anterior to the left.

**Figure 6:**
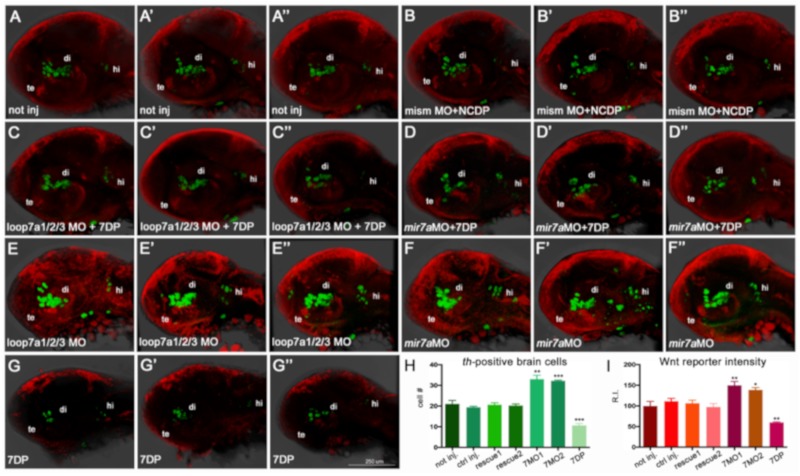
*miR-7a* negatively regulates Wnt signaling and diencephalic *th*-positive cells in the zebrafish brain (**A**–**G’’**): The knock-down of *miR-7a* activity by two independent morpholinos, targeting the immature and mature forms (*loop7a1/2/3* MO, shown in **E**,**E’**,**E’’**, and *mir7a* MO, shown in **F**,**F’**,**F’’**) increases the amount of *th*-positive brain cells (in green) and the activity of a Wnt reporter (in red), compared with controls not injected (**A**,**A’**,**A’’**), co-injected with non-functional morpholino (mismMO) + non-functional *miR-7a* (NCDP) (**B**,**B’**,**B’’**), or co-injected (rescued) either with *loop7a1/2/3* MO + 7DP (**C**,**C’**,**C’’**) or with *miR-7a* MO + 7DP (**D**,**D’**,**D’’**). On the contrary, over-expression of 7DP reduces the amount of *th*-positive brain cells and the activity of the Wnt reporter (**G**,**G’**,**G’’**). All pictures show the head region of 40 hpf embryos in lateral view, with the anterior to the left. te: telencephalon; di: diencephalon; hi: hindbrain. (**H**,**I**): Charts showing the *th*-positive cell counting (**H**), and the measure of Wnt reporter activity (**I**), expressed as fluorescence relative intensity (R.I.), in the seven conditions. Sample size *n* = 5 measures/condition; (*) *p* < 0.05; (**) *p* < 0.01; (***) *p* < 0.001.

**Figure 7:**
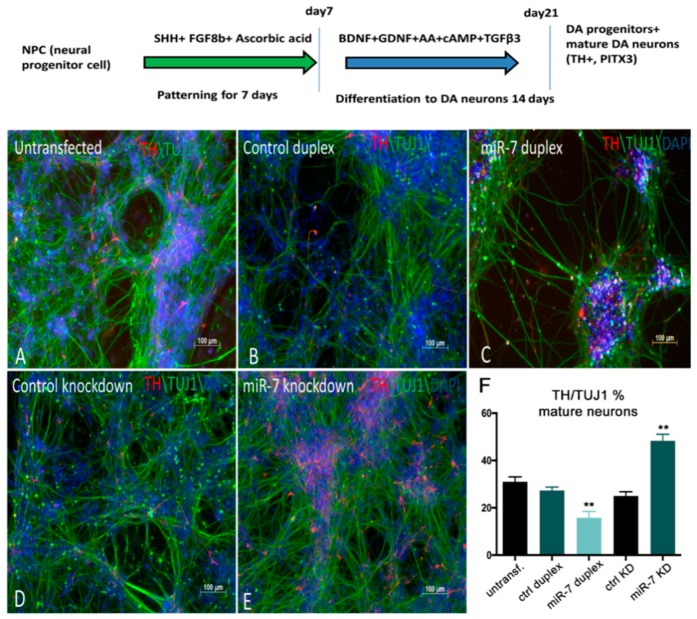
*miR-7* negatively regulates the number of TH+ DA neurons derived from H9NPC cells. (**A**,**B**,**C**) Control H9NPC cells (**A**) showing TH staining at day 10 of DA neurogenesis (schematized in the top of the figure). BDNF: Brain Derived Neurotrophic Factor; GDNF: Glial cell Derived Neurotrophic Factor; cAMP: cyclic Adenosine MonoPhosphate; TGFβ3: Transforming Growth Factor beta 3. Decrease of TH+ cells (red) was observed when cells were transfected with *miR-7* duplex (**C**), compared with the control duplex (**B**) and untransfected cells (**A**). (**D**,**E**) Increase of TH+ cells was observed upon knockdown of miR-7 (**E**), when compared with the control antisense. (**F**) Ratio of TH+/TUJ1 cells was quantified by manual counting of the neurons from images captured from 10 different areas on a random basis. Error bars represent average% ± SEM; the experiment was repeated thrice with *n* = 3 different biological replicates; (**) *p* < 0.01.

**Figure 8:**
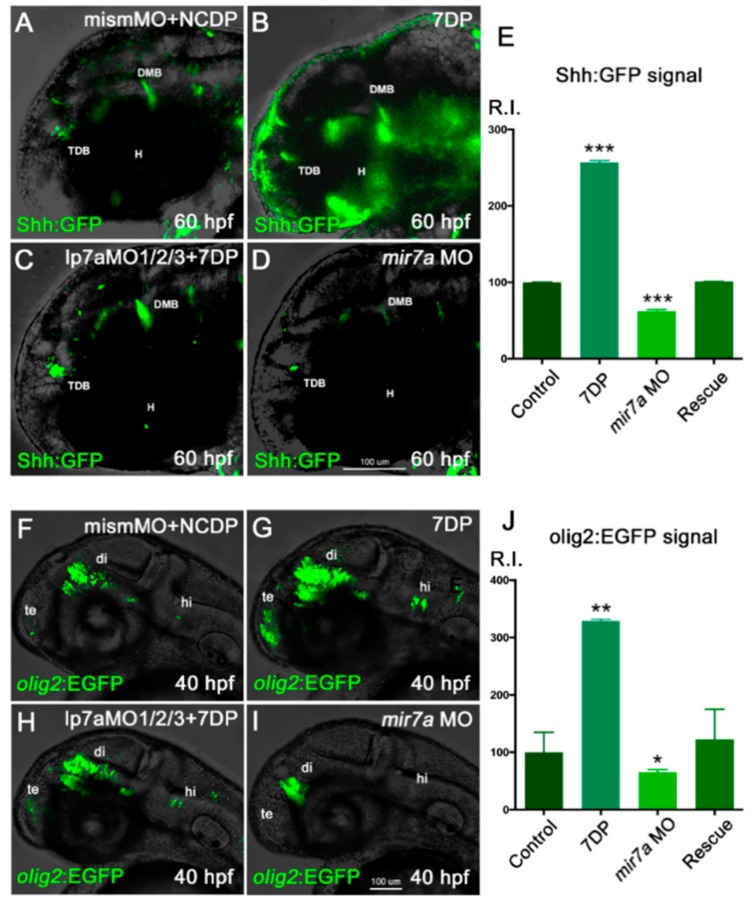
*miR-7* positively regulates Shh signaling responsiveness and *olig2*+ cells in the zebrafish diencephalon. (**A**–**D**) *Shh:GFP* reporter embryos, injected with NCDP and mismatch morpholino, were used as controls (**A**). Injection of *miR-7* 7DP (**B**) or *miR-7a* morpholino alone (**D**) elicits opposite effects on Shh-responsive cells located in the diencephalic region, between the telencephalic-diencephalic boundary (TDB), the diencephalic-mesencephalic boundary (DMB), and the hypothalamus (H), compared with injected controls (**A**). Co-injection of 7DP and *miR-7a* MO rescues both conditions (**C**). All panels show the head region of 60 hpf embryos in lateral view, with the anterior to the left. (**E**) Chart refers to A–D experimental series. Error bars represent SEM; the experiments were repeated thrice. Sample size n = 5 measures/condition for quantification using Volocity software; (***) *p* < 0.001. (**F**–**I**) *olig2:EGFP* embryos, injected with NCDP and mismatch morpholino, were used as controls (**F**). Telencephalic (te), diencephalic (di) and hindbrain (hi) expression of *olig2*-dependent EGFP appears increased in embryos overexpressing *miR-7* 7DP (**G**), and reduced in *miR-7a* morphants (**I**). Co-injection of *miR-7a* MO and 7DP rescues the phenotype (**H**). All panels are lateral views of the head region at 40 hpf, with the anterior to the left. (**J**) Chart refers to F–I experimental series. Error bars represent SEM; the experiments were repeated thrice. Sample size *n* = 5 measures/condition for quantification using Volocity software; (*) *p* < 0.05; (**) *p* < 0.01.

**Figure 9:**
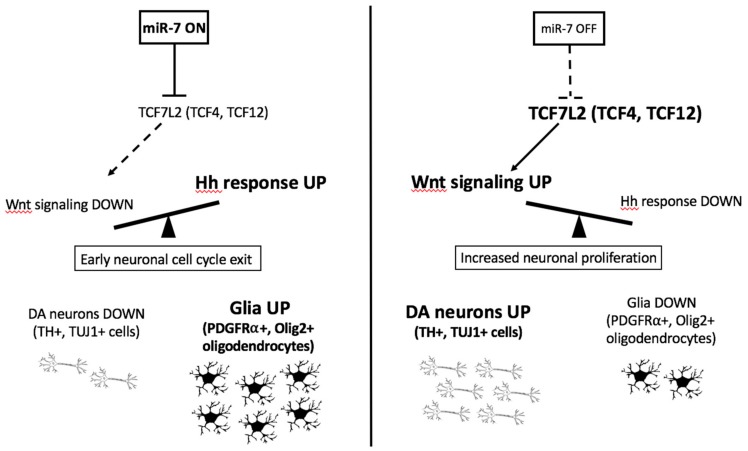
*miR-7* regulates Wnt/Shh responsiveness and the balance between DA neurons and glia. The model summarizes the *in vivo* (zebrafish) and *in vitro* (human cells) findings from this work on *miR-7* function, showing the direct regulation of Wnt signaling (by the Wnt-transducer TCF7L2) and possibly indirect regulation of Shh responsiveness, with consequences on the relative amount of DA neurons and glial cells generated during neural progenitor differentiation.

## Supplementary Materials

The following materials are available online at https://www.mdpi.com/2073-4409/9/3/711/s1. Table S1: Raw data on *miR-7* knock-down, over-expression and rescue experiments in zebrafish; Figure S1. Profiling the downstream effectors of *miR-7*; Figure S2. Spatiotemporal expression of *miR-7* during zebrafish embryogenesis; Figure S3. *miR-7a* knockdown in zebrafish embryos causes a loss of *miR-7a* transcripts; Figure S4. *miR-7a* regulates cell proliferation; Figure S5. *miR-7a* regulates DA-associated neural precursor markers; Figure S6: *miR-7* over-expression differentially regulates Wnt, Shh signaling and *olig2;* Figure S7: *miR-7* gene editing increases *th*-positive cells while decreasing *olig2* levels; Figure S8: *miR-7* levels control the balance between Wnt- and Shh-responsive cells in the zebrafish brain; Figure S9: Simultaneous manipulation of *miR-7* and Wnt levels regulates the number of diencephalic *th*-positive cells; Figure S10: Simultaneous manipulation of *miR-7* and Shh levels regulates the number of diencephalic *th*-positive cells.

# Supplementary material for: miR-7 Controls the Dopaminergic/Oligodendroglial Fate through Wnt/β-catenin Signaling Regulation
**Source:** Cells. 2020 Mar 13;9(3):711. doi: 10.3390/cells9030711
**Supplement:** Supplementary file 1

Supplementary Table 1: Raw data on *miR-7* knock-down, over-expression and rescue experiments in zebrafish.

Condition	N tot	% normal	% delayed / deformed	% dead
1) Not injected	90	95	0	5
2) mismMO (control)	38	94	0	6
3) mismMO+NCDP (control)	105	88	0	12
4) <i>mir7a</i> MO (mature form knock-down)	140	8	74	18
5) <i>lp7a</i> MO1/2/3 (immature form knock-down)	80	0	65	35
6) 7DP (<i>mir-7</i> duplex over-expression)	89	7	58	35
7) <i>mir7a</i> MO + 7DP (mature <i>miR-7</i> rescue)	117	81	9	10
8) <i>lp7a</i> MO1/2/3+7DP (immature <i>miR-7</i> rescue)	53	78	9	13

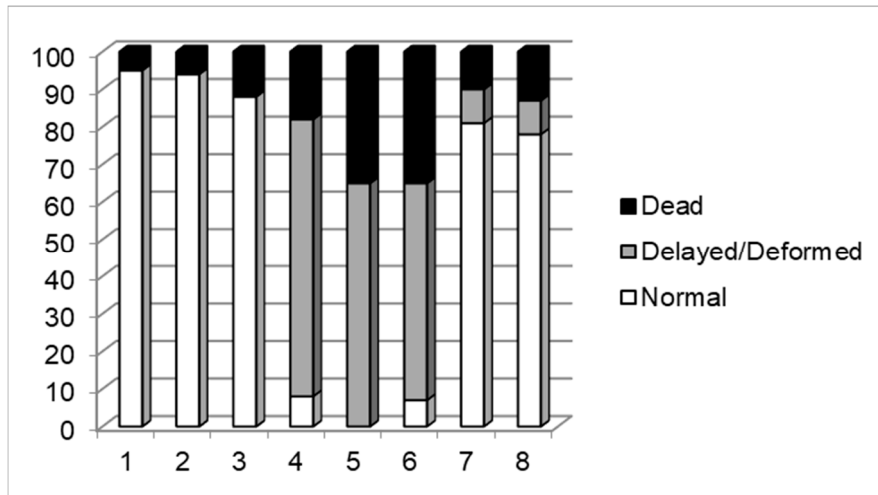

The table, with annexed chart, summarizes morphological phenotypes and mortality rates (at 2 dpf) of zebrafish embryos under *miR-7* knock-down, over-expression and rescue conditions.

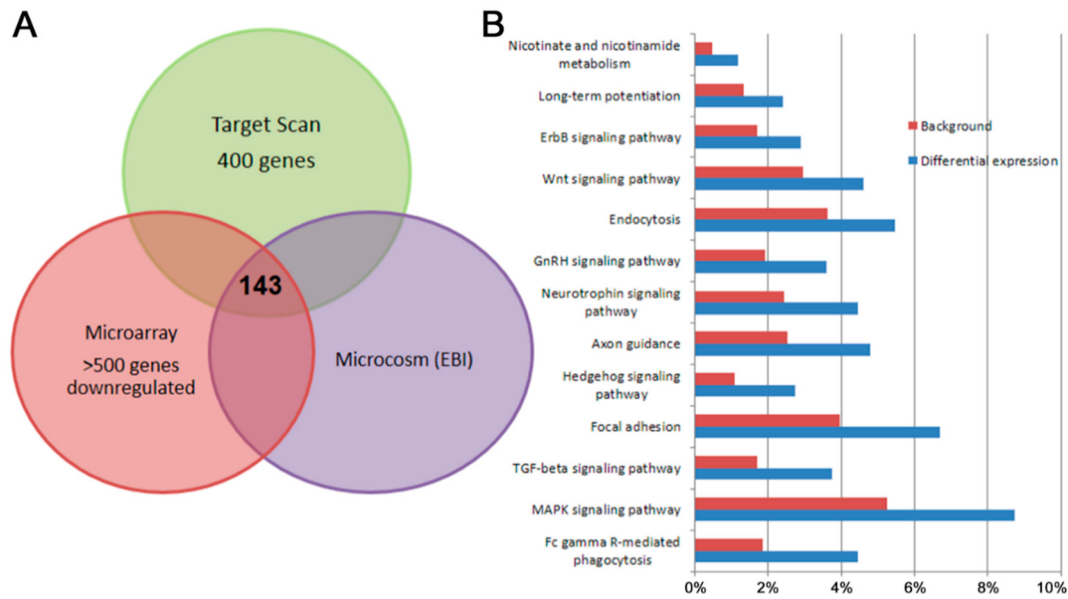

Figure S1. Profiling the downstream effectors of *miR-7*. (A) Human NPCs were transfected with 80 nM of *miR-7* duplex and control duplex in growth medium. RNA samples were collected 48 hrs post transfection and subjected to gene expression profiling using Ref-12 v4 Illumina bead chip. 143 potential targets were down-regulated by *miR-7* by microarray which also had $P_{CT} > 0.1$ in target scan. (B) Gene Ontology classification of genes down-regulated 2 days post transfection of *miR-7*. The fraction of differentially expressed genes (*mir7a* vs control duplex by 1.5 fold) belonging to each GO processes was compared to a fraction of the whole genome sorted into the same category.

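At the 1.5-fold threshold named in the paper's methods, 1213 of the genes tested were lower and 1553 higher with 80 nM of 7DP than with NCDP. Of these, 703 and 1232 also had an adjusted p under 0.05 from limma. TCF4, TCF7L2 and TCF12 were all among the 703, as were the cell cycle genes BUB1B and TOP2A. With the pairs averaged, 43 lower and 167 higher genes passed at any fold, TCF4, TCF7L2 and BUB1B among them, and TCF12 (adjusted p = 0.123) and TOP2A did not. The threshold can also be read as a log2 fold change of -1.5, which TCF4 and TCF7L2 passed and TCF12 did not, and 66 genes were lower by that much. Taking the mean of both doses gave 961 genes lower by 1.5-fold, and at 80 nM scale normalization gave 2765 and detection in all 12 arrays 471. All 4 arrays with 7DP lay below all 4 with NCDP for 1026 genes and above them for 1626, together 23.7% of the genes, where chance gives 2.86% for 4 independent arrays against 4. With the pairs averaged this held for 1255 genes lower and 1927 higher, or 28.4%, where 3 against 3 gives 10% by chance. The TargetScan filter was not analysed here.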

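Lists of the 13 pathways in Figure S1B were written from general knowledge of their members, since the tables of the study are not among the files, and compared with the 11192 genes tested. Among the genes lower by 1.5-fold at 80 nM, 9 of the 13 pathways held a larger share than among all genes tested, but 0 were over-represented by Fisher's exact test (two-sided, smallest adjusted p = 0.334; 1 at an unadjusted p under 0.05). This was the GnRH signaling list, with 10 of 45 tested members lower (exact p = 0.0257). Wnt signaling had 14 of 82 lower (exact p = 0.0742) and ErbB signaling, a growth factor pathway, 9 of 50 (exact p = 0.109). Hedgehog signaling had 2 of 21, MAPK signaling 11 of 115, endocytosis 13 of 122 and neurotrophin signaling 6 of 71, shares at or below those among all genes tested. A membership list from another source could give other counts.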

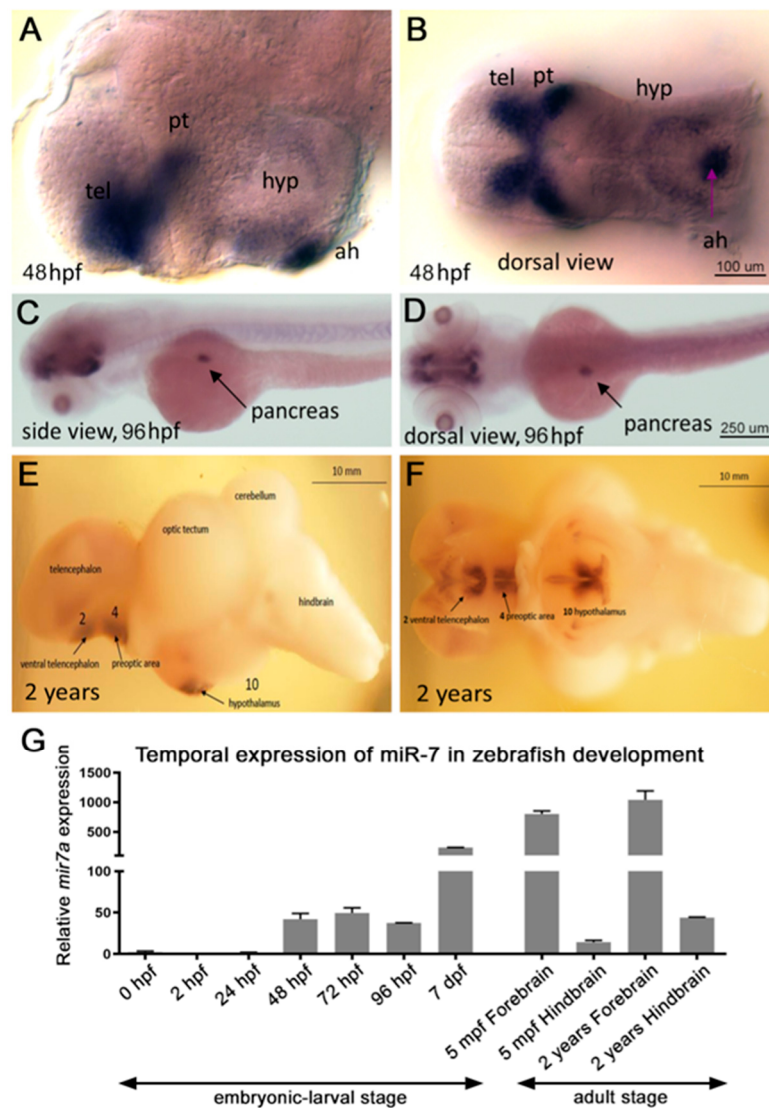

Figure S2. Spatiotemporal expression of *miR-7* during zebrafish embryogenesis. (A, B) Whole-mount LNA *in situ* hybridization of *miR-7* in zebrafish embryos at 48 hpf, in lateral (A) and dorsal view (B) of the head region, with anterior to the left. (C, D) Expression of *miR-7* at 96 hpf in the pancreas. Each image shows the expression pattern of *miR-7* in a representative embryo, out of 20 examined, in lateral (C) and dorsal (D) view, with anterior to the left; images mirrored for display reasons. (E, F) Expression of *miR-7* in a 2-year old zebrafish brain, with positive regions corresponding to those observed at embryonic stages. (tel) telencephalon, (pt) pituitary gland, (hyp) hypothalamus, (ah) adenohypophysis. (G) Quantification of *miR-7* transcription during zebrafish development: transcript levels were quantified by real-time PCR, normalized to internal controls (*18S* RNA), and presented as fold change $\pm$ SEM ($n \geq 3$) relative to the expression at 0 hrs.

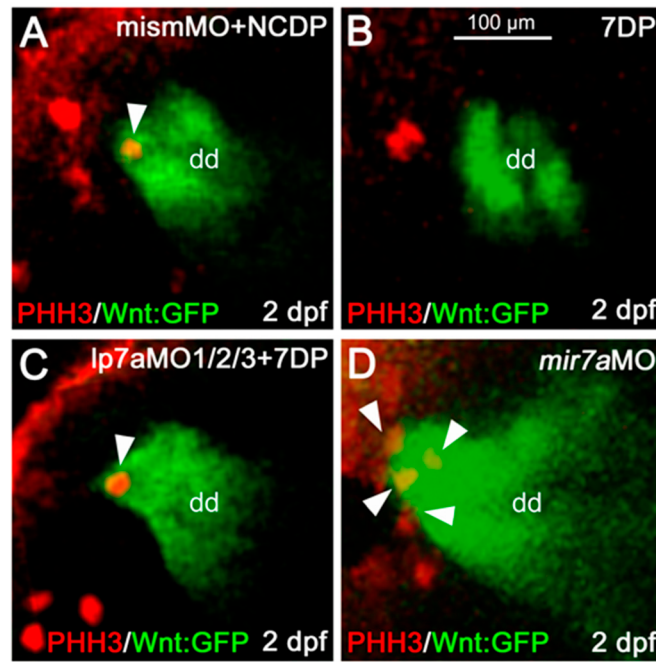

Figure S4. *miR-7a* regulates cell proliferation. (A) Cell proliferation analysis by anti-PHH3 staining (red signals) reveals on average few proliferating cells (1-2 cells in the displayed area, white arrowhead) within the diencephalic Wnt-responsive domain (green signals) in 2 dpf control embryos. (B) Decreased proliferation (no anti-PHH3 staining) is detected within the Wnt responsive domain of 7DP-injected embryos. (C) Co-injection of *mir7a*MO with the functional duplex (rescue condition) results in a control-like phenotype. (D) Increased proliferation (about 4-5 positive cells in the displayed area; white arrowheads) is detected within the Wnt-responsive domain of morphant embryos. All panels zoom on the dorsal diencephalic (dd) region of 2 dpf embryos in lateral view, anterior to the left. Displayed images represent the average phenotype from batches of n=20 embryos per condition; the experiment was performed in duplicate.

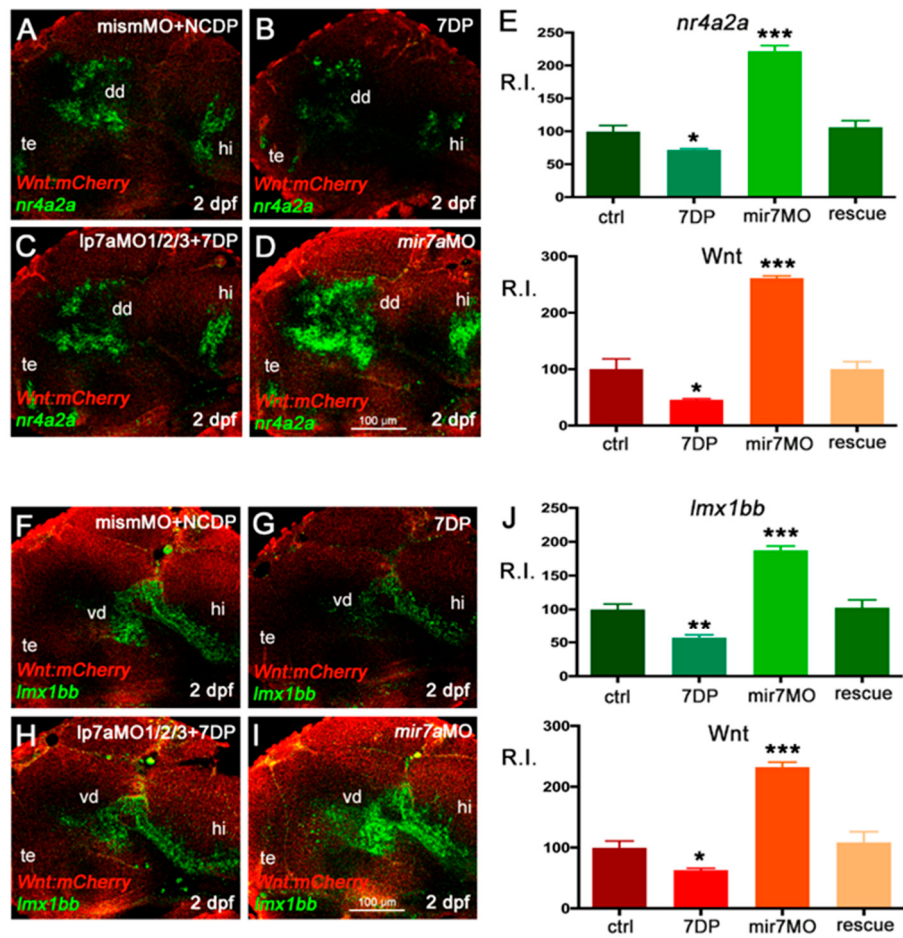

Figure S5. *miR-7a* regulates DA-associated neural precursor markers. (A-E) *miR-7* over-expression (7DP) and knockdown (*mir7aMO*) elicit decreased or increased expression, respectively, of the neural precursor marker *nr4a2a* (green), in parallel with decreased or increased Wnt-responsiveness (red); compare B and D with A (injected controls) and C (rescue). Signal quantifications are represented in E; (*) $P<0.05$; (***) $P<0.001$; $n=5$. (F-J) *miR-7* over-expression (7DP) and knockdown (*mir7aMO*) elicit decreased or increased expression, respectively, of the neural precursor marker *lmx1bb* (green), in parallel with decreased or increased Wnt-responsiveness (red); compare G and I with F (injected controls) and H (rescue). Signal quantifications are represented in J; (*) $P<0.05$; (**) $P<0.01$; (***) $P<0.001$; $n=5$. R.I.: relative intensity. te: telencephalon; dd: dorsal diencephalon; vd: ventral diencephalon; hi: hindbrain.

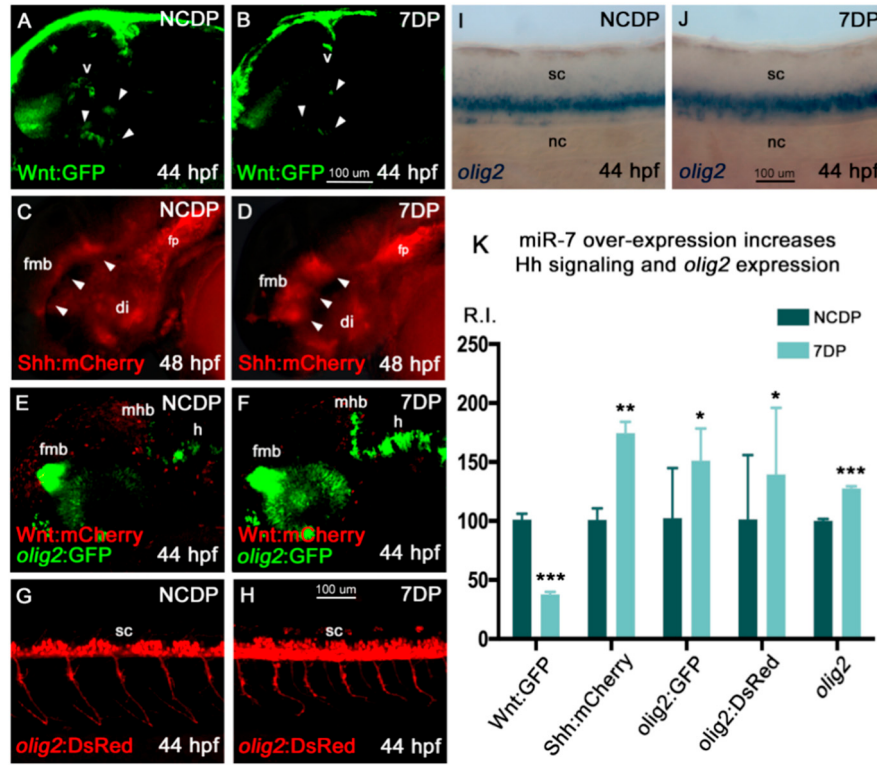

Figure S6: *miR-7* over-expression differentially regulates Wnt, Shh signaling and *olig2*. (A, B) Injection of the *miR-7* mimic (7DP) decreases expression of *Wnt:GFP* reporter in the ventral brain compared to NCDP-injected controls. (C, D) 7DP-injected embryos show an increase of *Shh:mCherry* reporter expression in the forebrain-midbrain boundary (fmb, white arrowheads) compared to NCDP injected controls. (E, F) 7DP injection in double transgenics *Wnt:mCherry/olig2:GFP* shows general decrease of Wnt-dependent mCherry nuclear signal and an increase of *olig2:GFP* transgene expression in the fmb, midbrain-hindbrain boundary (mhb) and hindbrain (h) region compared to NCDP controls. (G- J) 7DP injection induces an increase of *olig2:DsRed* transgenic protein (H) and endogenous *olig2* mRNA (J) expression in the ventral spinal cord of zebrafish embryos, compared to their control duplex (G,I). v: vessels; sc: spinal cord; nc: notochord; di: diencephalon; fp: floor plate. All panels are lateral views, anterior to the left. (K) Quantitative analysis of signal intensity in NCDP and 7DP embryos from all experimental series (n=5 measures per condition); (*) $P < 0.05$; (**) $P < 0.01$; (***) $P < 0.001$. R.I.: relative intensity.

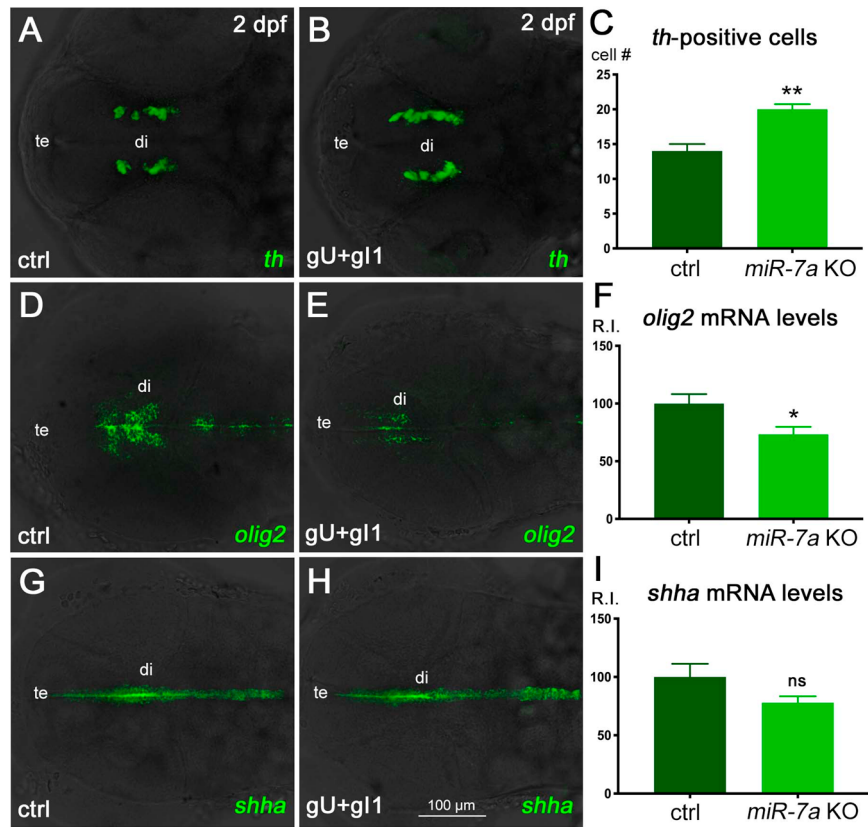

Figure S7: *miR-7* gene editing increases *th*-positive cells while decreasing *olig2* levels. (A-C) Crispants injected with *miR-7* specific guide RNAs (gU+gI1 combination) display an increased number of *th*-positive cells (B), compared to controls (A). Quantification in the C chart; (**), $P < 0.01$; $n = 6$. (D-F) *miR-7* crispants show reduced *olig2* expression (E), compared to controls (D). Quantification in the F chart; (*), $P < 0.05$; $n = 6$. (G-I) *miR-7* crispants (H) and controls (G) show comparable levels of *shha* expression. Quantification in the I chart; (n.s.), not significant; $n = 6$. R.I.: relative intensity. te: telencephalon; di: diencephalon.

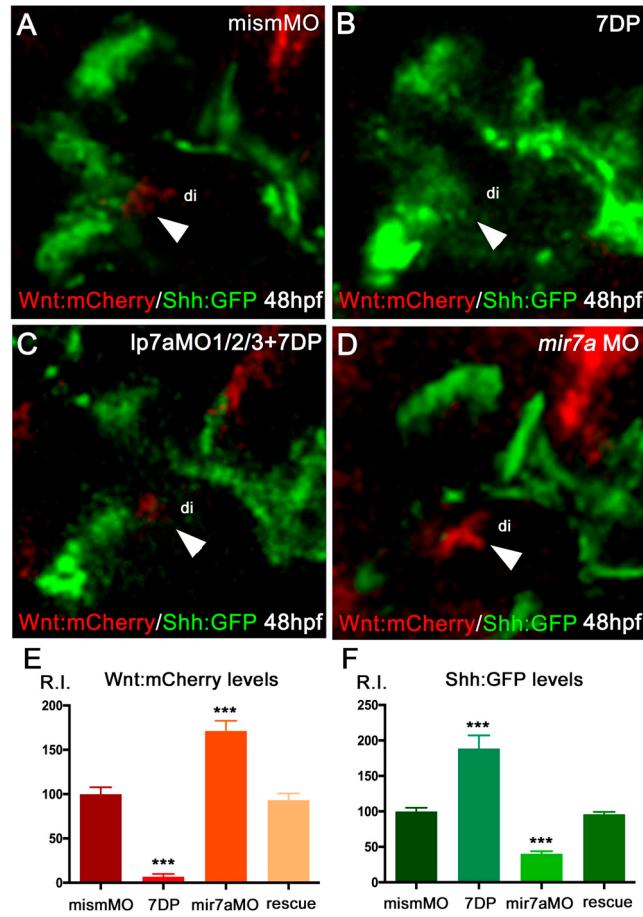

Figure S8: *miR-7* levels control the balance between Wnt- and Shh-responsive cells in the zebrafish brain. (A-D) *miR-7* over-expression (B) and knock-down (D) elicit opposite effects on Wnt- and Shh-responsive cells in the diencephalon (di) of Wnt/Shh double reporter zebrafish lines. The simultaneous knock-down and over-expression (C) rescues both signals to levels comparable with the control (A). The white arrowhead indicates the ventral posterior tuberculum/hypothalamic region of 48 hpf embryos in lateral view, anterior to the left. Signal quantifications are represented in E and F; (***) $P < 0.001$; $n = 5$. R.I.: relative intensity.

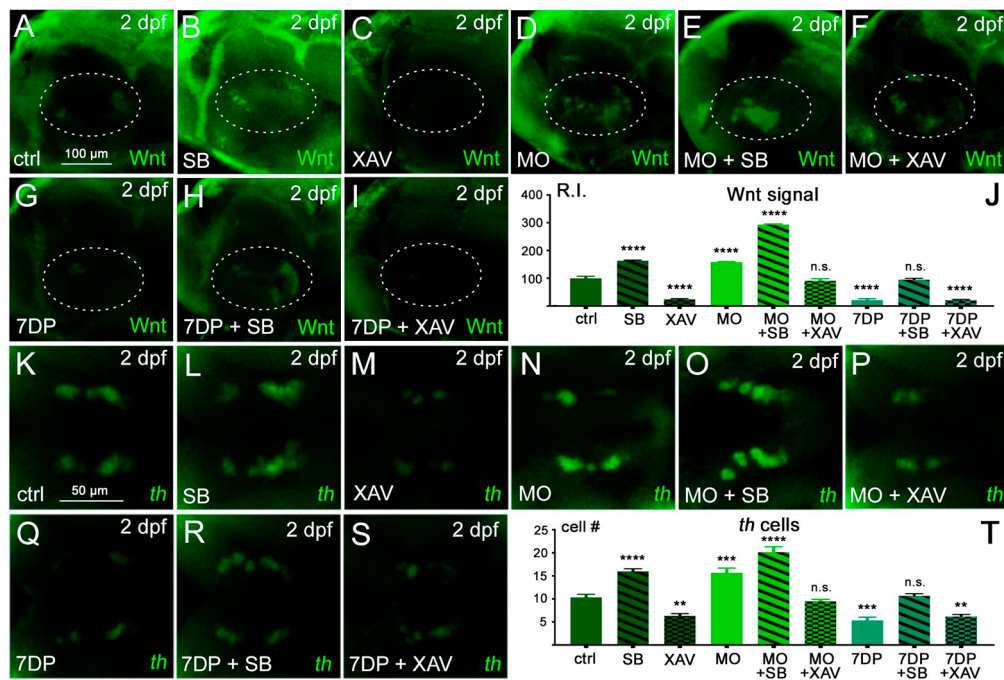

Figure S9: Simultaneous manipulation of *miR-7* and Wnt levels regulates the number of diencephalic *th*-positive cells. (A-T) XAV939 (XAV)-mediated inhibition or SB216763 (SB)-induced over-activation of Wnt signaling, in combination with *miR-7* downregulation (MO) and overexpression (7DP), can increase, decrease or rescue Wnt-responsiveness (A-I, quantification in J) and the physiological number of *th*-positive cells (K-S, quantification in T) in the diencephalic region (encircled in A-I and zoomed in K-S) of 2 dpf zebrafish brains. (A-I) lateral and (K-S) dorsal views, anterior to the left. (****) $P < 0.0001$; (***) $P < 0.001$; (**) $P < 0.01$; n.s. not significant; $n = 6$ per condition. R.I.: relative intensity.

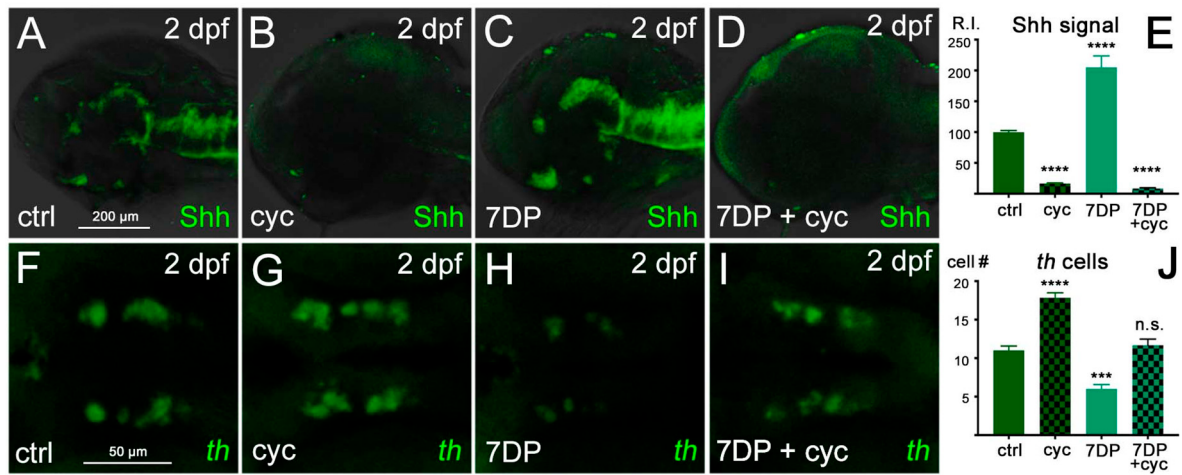

Figure S10: Simultaneous manipulation of *miR-7* and Shh levels regulates the number of diencephalic *th*-positive cells. (A-J) *miR-7* over-expression (7DP) can rescue the physiological number of diencephalic *th*-positive cells (compare I with F) under cyclopamine (cyc)-mediated Shh inhibition (compare B and D with A). A-D are lateral views and F-I dorsal views of 2 dpf zebrafish brains, anterior to the left. Quantifications in E and J. (****) $P < 0.0001$; (***) $P < 0.001$; n.s. not significant; $n = 6$ per condition. R.I.: relative intensity.

How the deposited data were processed for this re-analysis (not part of the article)

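RNA from human neural progenitor cells was measured on Illumina HT-12 v4 BeadChips 48 h after transfection with a control duplex (NCDP) or with miR-7 duplex (7DP) at 50 or 80 nM, 4 arrays in each of 3 groups. The authors subtracted the background with Bead Studio and deposited the probe intensity of each array on a linear scale, not normalized between arrays, with a detection score beside it. A further table deposited by the authors holds the intensity after normalization by the cross-correlation method, with values under 30 set to 30, and was used as an alternative. The deposited score rises with the intensity and was read as 1 minus a detection p-value.
Values were computed in R 4.3.3 with limma 3.58.1 and statmod 1.5.0. The normexp model, with the negative-control statistics inferred from the detection p (offset 16), was followed by quantile normalization and log2. Of 47229 probes, 30112 carried 1 gene symbol, 8 several and 17109 none. Symbols were matched to current RefSeq genes through Entrez identifiers for 30073 probes, and 0 symbols changed. Probes were kept with 1 symbol and a detection p under 0.05 in at least 4 of the 12 arrays (14555 probes). The kept probe with the highest mean over all arrays represented each of the 11192 genes, of which 2752 had several kept probes. For 23 genes the kept probes passed the test in opposite directions. Signal over background limits what can be measured, since 34.4% to 44.5% of the probes were detected in an array.
One linear model with a coefficient for each group was fitted over all 12 arrays with limma, followed by eBayes and Benjamini-Hochberg adjustment over the genes tested. All tests are two-sided. The comparisons were 80 nM against NCDP, 50 nM against NCDP and 80 nM against 50 nM. For single genes an exact permutation test of 4 against 4 arrays stands beside the model. The shift of 22 gene lists was tested by camera with a preset correlation of 0.01, with an estimated correlation and by fry, and adjusted over the lists. The 13 pathway lists were tested by Fisher's exact test. Calls shared by both doses were compared with 20 simulated data sets without an effect and with 6 splits of the NCDP arrays. In 1 simulated data set, with noise drawn from the spread of each gene, 74 of 100 genes with a log2 change of 1 and 96 of 100 with a log2 change of 2 were called, with 12 false calls. Its arrays were drawn independently, without a near-identical pair in each group. These shares and false calls therefore do not hold for the real arrays if the pairs are not separate replicates.
The comparisons, lists, filters and alternatives were chosen before the data were examined, apart from those named otherwise. Genes named at 80 nM were chosen by a rule: the 10 largest rises and 15 largest falls among genes past the test and 1.5-fold with no overlap between the groups, every gene the paper names, up to 4 members with the smallest p from each list, and 5 genes with the smallest adjusted p between the doses. Some further list members were named as examples after their values were seen. The alternatives were scale normalization, values under 10 set to 10, an offset of 50, the authors' normalized table, no filter, a filter at a detection p under 0.01 in all 12 arrays, the mean of all kept probes, a fit of only the compared groups, the replicate number as a block, trend and robust options, array weights and leaving out each array in turn. Averaging the near-identical pairs, and fitting them as a random block, were added after the arrays had been compared. Matches to the miR-7 seed were not analysed here, since no transcript sequences were at hand, nor was a block by slide, which the files do not give.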

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

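The tests of the interferon response, of the fall of TCF4, TCF12 and TCF7L2 and of the near-identical arrays were chosen only after the results were seen, and the counts of splits were planned.
Single arrays stood apart from the others of their group in 11 of 72 groups of 4 values tested by Dixon's 95% criterion on the gap over the range, which chance gives in about 1 in 20 groups. A near-identical pair in each group narrows the gap between 2 of the 4 arrays. In 7DP 50 nM replicate 4 the mean signal was 759 (359.5 to 391.5 in the others), the median signal 21.9 (13.0 to 13.8), the log2 signal of TH, the rate-limiting enzyme of dopamine synthesis, 5.75 (6.97 to 7.12) and the mean of the cell cycle genes relative to NCDP -0.12 (-0.59 to -0.58). In NCDP replicate 1, 37.0% of the probes were below 0 (31.7% to 32.2%), the log2 signal was 8.74 for TCF7L2 (7.85 to 7.91), 7.37 for NKX6-1 (6.04 to 6.12) and 9.81 for EN1 (9.26 to 9.31), and the mean of the reported miR-7 targets was -0.10 (0.02 to 0.04). In 7DP 80 nM replicate 4 the log2 signal of CTNNB1 was 11.44 (12.21 to 12.34) and the mean of the interferon response genes relative to NCDP was 4.12 (2.17 to 2.28).
The doses differed for 3 genes at an adjusted p under 0.05 from limma (80 minus 50 nM): NBPF9 at -2.45, COL11A1, a fibrillar collagen, at -1.23 and LOC100130452 at -1.11. The count was 0 by limma with the pairs averaged. At an unadjusted p under 0.05, 533 genes were lower and 806 higher at 80 nM. Of the 35 splits of these 8 arrays, 3 gave as many calls, so chance is not excluded, and 1 other split (7DP 50 nM replicates 1, 2 and 4 with 7DP 80 nM replicate 4 against the rest) gave 598, which points to a structure of the samples. That split exchanges 1 array on each side of the dose split and keeps both near-identical pairs together.
For the arrays, the text of the paper does not describe the genes that rose, nor a comparison at 50 nM. At 80 nM 1410 genes were higher, and at 50 nM 220 were lower and 343 higher. The counts at 50 nM depended on single arrays: without NCDP replicate 2, NCDP replicate 3 or 7DP 50 nM replicate 1, 2, 3 or 4, there were 70, 107, 124, 114, 57 or 470 genes lower and 165, 175, 203, 211, 144 or 616 higher, and without NCDP replicate 1 there were 196 higher. At 80 nM the real split gave 2212 calls, the highest of the other 34 gave 171, and 1 of 35 was as large, which excludes chance in the grouping only if all 8 arrays are independent. At 50 nM the real split gave 563 and the highest other 396, and again 1 of 35 was as large. With each near-identical pair as 1 sample, 3 against 3 are too few for a share under 0.05, so chance is then not excluded.
The first pattern weighed is the rise of the interferon response genes, with a median log2 fold change of 2.70 at 80 nM. Cells of the immune system in the cultures given 7DP stay open, since 1 of 5 marker genes could be tested and was higher (CD68, 0.77, adjusted p = 0.0196), while AIF1 was detected in 2 arrays, and PTPRC, CSF1R and ITGAM in 0. CD68 was already at a log2 signal of 12.37 with NCDP, detected in all 4 arrays, and lost its call with the pairs averaged. Its rise therefore does not decide the question. The paper and the labels, though they differ on which, both name neural progenitor cells in culture for every group, and neither names immune cells. A response that grows with the dose stays open, since the median difference between 80 and 50 nM was 0.14 (camera, p = 0.868 with an estimated correlation). NCDP is a transfected duplex too, given at 80 nM by the legend of Figure S1, so a response common to any duplex would act in both groups. It does not by itself account for a rise of 7DP over NCDP. A response to 7DP as foreign RNA that NCDP does not raise, and one to miR-7 itself, were not tested. They cannot be told apart, since NCDP is the only other duplex on the arrays.
The second pattern is the near-identical pair of arrays in each group. That 1 culture or RNA was put on 2 arrays is a candidate explanation. The largest median difference within a pair was 0.0801 and the smallest among the 63 other pairs 0.208, but the pairs were found by this difference, so it does not test the explanation. The files hold no bead-level error, so a difference beyond array noise was not tested, and no biological explanation was tested.
The third pattern is the fall of TCF4, TCF12 and TCF7L2 at 80 nM. Whether the fall passes the test depends on a few arrays for TCF12, with a largest adjusted p of 0.123 over the arrays left out and the pairs averaged. Its size was -0.70 (standard error 0.23) with the pairs averaged and -0.67 (standard error 0.19) with all arrays, so in that setting the fall was no smaller and its error was larger. Where an array left out ended the call, the fall was smaller without NCDP replicate 2 (-0.62), NCDP replicate 3 (-0.64) or 7DP 80 nM replicate 3 (-0.63). It was larger without 7DP 80 nM replicate 1 (-0.71). The largest adjusted p of TCF4 was 0.0421 and that of TCF7L2 0.0261, so neither call was lost. That the fall follows the size of the interferon response stays open, since over 6 samples given 7DP, Pearson's r was -0.255 (exact permutation p = 0.581) and Spearman's rho -0.143 (exact permutation p = 0.803), and r without the 2 samples farthest from the median was 0.314. These samples pool both doses, and the permutation exchanges them across doses. The values therefore mix a difference between doses with any relation within a dose. A direct effect of miR-7 on these genes, which the design names as its treatment, was not tested on the arrays, since binding sites were not analysed here. The paper tested it by other means for TCF4 and TCF12, whose untranslated regions lowered a luciferase reporter with 7DP. A mutated seed match in TCF4 ended that repression. For TCF7L2 the paper reports lower protein levels and sites found by manual scanning.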

How the results depend on the processing

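The settings that average the near-identical pairs or fit them as a random block were chosen only after the arrays had been compared, and the others were planned. No cause below was tested unless it is named.
With the pairs averaged, which leaves 9 samples, 43 genes were lower and 167 higher at 80 nM, 1 and 20 at 50 nM (801 and 939 at an unadjusted p under 0.05), 0 differed between doses by limma, 1 was lower and 20 higher at both, 5 samples lay closest to their own group, and TCF12 was at -0.70 at 80 nM (adjusted p = 0.123), TCF4 at -1.14 (0.169) and TCF7L2 at -1.19 (0.111) at 50 nM. With the pairs as a random block, which lowers the number of independent arrays likewise (correlation 0.882), the counts were 130 and 375, 22 and 95, 0 between doses, and 16 and 87 at both, with TCF12 at -0.69 (0.121), TCF4 at -1.13 (0.0959) and TCF7L2 at -1.18 (0.0959).
Scale normalization gave 1658 genes lower and 417 higher at 80 nM, 90 lower at 50 nM, 13 between doses, 89 lower and 187 higher at both and 2765 lower by 1.5-fold, TCF4 at 50 nM was -1.09 (adjusted p = 0.130), and the median of the ribosomal proteins at 80 nM was reversed, at -0.43 (adjusted p = 0.0121) instead of 0.02. The shift of the median of all genes, from 0.05 to -0.23, goes with these falls. Values under 10 set to 10 gave 10 genes between doses, 105 lower at both, 1849 lower by 1.5-fold and 3 lists that shift at 80 nM, with TCF4 at -1.12 (0.0620) and TCF7L2 at -1.13 (0.103) at 50 nM. The authors' table gave 5 between doses and 3 lists, with TCF4 at -1.10 (0.0803) and TCF7L2 at -1.18 (0.0833). No filter gave 3 lists, TCF4 at -1.09 (0.0760) and TCF7L2 at -1.04 (0.0616). An offset of 50 took TCF12 at 50 nM past the test (-0.64, 0.0497), as did the mean of all probes (-0.91, 0.0193). Detection in all 12 arrays at p under 0.01, which tests 4510 genes, gave 343 and 659 at 80 nM, 121 and 221 at 50 nM, 1 between doses, 87 and 196 at both, 471 lower by 1.5-fold, 1 list at 80 nM and 4 at 50 nM, and TCF12 at 50 nM passed (-0.64, 0.0487).
A fit of only the compared groups gave 110 lower at 50 nM, 0 between doses by limma, 95 and 215 at both, and TCF4 at 50 nM was -1.09 (0.0575). With the replicate number as a block, 753 genes were lower and 1277 higher at 80 nM, 0 differed between doses and TCF7L2 at 50 nM was -1.04 (0.0631). The numbers do not pair the arrays. Array weights, which favour the near-identical arrays (2.55 to 4.96, against 0.205 to 0.521 for the others), gave 2754 and 3725 at 80 nM, 2277 and 2804 at 50 nM, 4127 between doses, 1508 and 2023 at both, 3 lists at 80 nM and 5 at 50 nM. TCF12 at 50 nM was then -0.59 (4.98e-04), PAX6 at 80 nM 0.52 (0.00807), and the median of the neural bHLH factors at 50 nM was reversed, at 0.0246. With an estimated correlation, camera called 0 lists at either dose (1 and 5 at an unadjusted p under 0.05), and fry called 9 at 80 nM. A log2 fold change of at most -1.5 was met by 66 genes. Trend and robust options moved none of these counts past 1.5 times and ended none of the calls of TCF4, TCF12 and TCF7L2, though IFIT2 at 50 nM and COL1A1 at 80 nM (0.0509) lost theirs. The mean of both doses was run for 1 count, genes lower by 1.5-fold (961).
Leaving out 1 array gave 333 (without 7DP 80 nM replicate 2) to 1122 genes lower and 742 to 1764 higher at 80 nM, 57 (without 7DP 50 nM replicate 3) to 470 (without 7DP 50 nM replicate 4) lower and 144 to 616 higher at 50 nM, 0 to 295 between doses (295 without 7DP 80 nM replicate 4), 52 to 333 lower and 142 to 546 higher at both, 1141 to 1479 lower by 1.5-fold, and 3 to 5 lists at 80 nM and 5 to 8 at 50 nM. At 80 nM TCF4 ranged from -1.97 to -1.66, TCF7L2 from -1.90 to -1.55 and TCF12 from -0.77 to -0.58 (adjusted p 0.0109 to 0.0682). At 50 nM TCF4 ranged from -1.27 to -0.80 (0.0145 to 0.0992), TCF7L2 from -1.14 to -0.83 (0.0255 to 0.103) and TCF12 from -0.74 to -0.49 (0.0487 to 0.179).
Over the 102 single genes at 80 nM, 1103 of 1266 values with all arrays in use kept their side of the threshold, 128 lost their call and 35 gained one, and with 1 array left out 1099 of 1220 kept it, 108 lost their call and 13 gained one. The sign changed for 21 of the 1103 (12 of them under scale normalization) and 7 of the 1099, values that passed no test under either setting. The seed match settings and a block by slide were not run. Probes near the background, detected in only some arrays, limit the dim genes.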

Differences from the paper's values

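The setting with the pairs averaged was chosen only after the values were seen, and the others were planned.
Fig. S1A shows a set of genes lower by microarray of about 500 or more, read by eye as a lower bound. The value here at the 1.5-fold threshold was 1213, which lies above such a bound, as it does under scale normalization (2765) and with the authors' table (1473). With detection in all 12 arrays it was 471, below the bound but by less than 1.5 times, and with a log2 fold change of at most -1.5 it was 66, below it by more. The figure states no filter on dim probes.
Fig. S1B shows all 13 pathways with a larger share among the genes that fell than in the genome, and the methods state that significant classes were selected. Here 9 of 13 had a larger share, Wnt signaling (1.15% of the genes lower by 1.5-fold against 0.733% of all genes tested) and ErbB signaling among them, and 0 were over-represented (smallest adjusted p = 0.334). The lists and the background differ from those of the study.
The paper calls TCF4 and TCF12 its top hits. TCF4 was at place 19 by the size of its fall, and TCF12 at place 960 through its brightest probe, and a dimmer TCF12 probe would be at place 1, with a fold that depends on the background, since it was detected in 9 arrays. The paper does not say by what order the top was taken, and predicted sites were not analysed here.
The paper uses PAX6 as a known target that falls, in real-time PCR. On the arrays its log2 fold change at 80 nM was 0.08 (adjusted p = 0.865), and -0.11 with the pairs averaged (adjusted p = 0.882). The 80 nM arrays went both ways: replicates 1 and 2, the near-identical pair, lay above every NCDP array and replicates 3 and 4 below. A dimmer PAX6 probe gave -0.73 (standard error 0.30). For TCF4 and TCF12 together the paper gives a mean decrease of 40% by real-time PCR. On the arrays at 80 nM, another assay, the decrease was 71.8% for TCF4, over 1.5 times the paper's value under every alternative set before the data were examined (68.4% to 78.0%). For TCF12 it was 37.1%, and 63.1% with the mean of all probes, the 1 such alternative in which it was over 1.5 times the paper's. The paper does not give the dose used for the real-time PCR. On the arrays with 50 nM, 47.0% of the NCDP level of TCF4 and 64.0% of that of TCF12 were left, for TCF4 a smaller decrease than with 80 nM.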

Other observations

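The 1 setting below chosen only after the arrays had been compared is the one with the pairs averaged.
Lineage markers moved in several directions with 80 nM of 7DP. Of 9 oligodendrocyte lineage markers tested, MBP, a myelin protein, was higher, with a fitted 1.76 (standard error 0.31, adjusted p = 0.00282, or 0.0398 with the pairs averaged) that ranged from 1.22 to 3.68 over the planned settings with all arrays, since the probe was detected in 0 NCDP arrays, and PDGFRA, a receptor of oligodendrocyte precursors, was lower at -1.63 (standard error 0.42, adjusted p = 0.0172), with SOX10 at 0.33 (adjusted p = 0.143, or 6.16e-04 with array weights) and OLIG2 at 0.03 (adjusted p = 0.912; -0.12 to 0.19 over the planned settings with all arrays). PDGFRA did not pass with the pairs averaged (adjusted p = 0.0954), nor without 7DP 80 nM replicate 1 (0.0597) or replicate 2 (0.0558). The paper states, from preliminary data on the differentiation of ReNVM and H9 cells, that PDGFRα and Sox10 rose. The labels and the paper differ on which cells the arrays hold, and the arrays are from 48 h. Of the 9 neural bHLH factors, MYCN, a driver of progenitor growth, was the 1 called, at -1.28 (adjusted p = 0.00261, or 0.0483 with the pairs averaged). Of 11 astrocyte markers, APOE, a lipid carrier, was lower at -0.97 (adjusted p = 0.00499, or 0.0436 with the pairs averaged; detected in 0 arrays with 80 nM, so the size of the fall depends on the background) and CD44 higher at 0.66 (adjusted p = 0.0148, or 0.123 with the pairs averaged). Of 8 mesenchymal and neural crest markers 3 were higher, and 1 of them kept its call with the pairs averaged, the actin-binding TAGLN at 1.34 (adjusted p = 0.00355, or 0.0416 with the pairs averaged). Of 17 neuronal markers, ENO2 and STMN2 were lower and MAP2 higher, and of 15 neural progenitor markers DACH1 was lower and NOTCH1 higher, none of them called with the pairs averaged. Of the 21 dopaminergic progenitor and neuron markers, 4 were bright enough to be tested, and 0 passed by limma (1 lower at an unadjusted p under 0.05), though EN1 was lower under scale normalization (-0.49, adjusted p = 0.0487). Of 4 pluripotency markers PODXL was lower, with probes in disagreement, and of 3 endothelial and microglial markers CD68 was higher. Neither was called with the pairs averaged. None of these lists shifted as a group at 80 nM by camera, and CD44, MAP2 and CD68 lost their calls under scale normalization.
Of 12 unfolded protein and stress response genes, 5 were higher and 0 lower at 80 nM by limma (5 and 1 when adjusted over the list alone; 6 and 1 at an unadjusted p under 0.05), with a median of 0.54 (camera, adjusted p = 0.0499; p = 0.0684 with an estimated correlation). HMOX1, which degrades heme, was at 2.07 (adjusted p = 0.00193, or 0.0416 with the pairs averaged) and ATF4, a stress transcription factor, at 1.10 (adjusted p = 0.00457, lost under scale normalization and with the pairs averaged). The shift was lost without any of NCDP replicates 1 and 4, 7DP 50 nM replicates 3 and 4 and 7DP 80 nM replicates 1, 2 and 3 (adjusted p up to 0.166). Of 14 Wnt target genes, ID3 and LEF1 were lower and 4 were higher, among them DKK1, a secreted Wnt inhibitor, at 1.83 (adjusted p = 0.00586, or 0.0669 with the pairs averaged). Of 8 genes on a list for Shh signaling, which mixes receptors and targets, SMO, at -0.85, and GAS1, at -0.71, were lower. Of 11 microRNA pathway genes, DICER1, at 1.04, AGO3 and TNRC6C were higher and TNRC6A lower. Of 12 p53 target genes 3 were higher and ZMAT3 lower, and of 18 cholesterol synthesis genes MVK and SREBF2 were lower and NSDHL higher. None of the genes named in the last 4 sentences was called with the pairs averaged. Of 24 ribosomal protein genes 0 passed by limma at 80 nM (1 lower and 3 higher at an unadjusted p under 0.05). Under other planned settings RPS2 was lower (scale normalization, -1.02, adjusted p = 0.0103) and RPS14 higher (array weights, 0.39, adjusted p = 7.95e-04, and 4 further settings with all arrays). Of 9 reference genes, B2M was higher at 1.32 (adjusted p = 0.00476, or 0.0650 with the pairs averaged), while GAPDH, at -0.13, and ACTB, at 0.30, did not pass. Under scale normalization GAPDH was lower (-0.71, adjusted p = 0.0343) and ACTB was at -0.29 (adjusted p = 0.262). With array weights GAPDH was at 0.11 and ACTB higher (0.63, adjusted p = 2.47e-04), and with the mean of all probes ACTB was at -0.08.
With 50 nM of 7DP, 11 interferon response genes were higher (6 with the pairs averaged), with a median of 2.39 (camera, p = 0.0518 with an estimated correlation). On the Shh list 3 genes were lower (BOC, GAS1 and SMO), with a median of -0.46 (camera, adjusted p = 0.00618, and p = 0.0106 with an estimated correlation, or 0.141 adjusted over the lists). This list mixes receptors of the pathway with its targets, so its fall does not give the direction of Shh signaling. GLI1 and SHH were detected in 0 arrays. Averaging the pairs left 0 genes of the Shh list called by limma (4 lower at an unadjusted p under 0.05). At this dose 8 lists shifted by camera with its preset correlation, 6 did with the pairs averaged, and 0 passed with an estimated correlation (5 at an unadjusted p under 0.05). Both doses shared 172 genes that were lower and 325 that were higher than with NCDP, and 0 went in opposite directions. Averaging the pairs left 1 and 20, and leaving out 1 array 52 to 333 and 142 to 546 (the lowest without 7DP 50 nM replicate 3 and the highest without 7DP 50 nM replicate 4). Data simulated without an effect but with shared controls gave 0 in each direction, independent lists of these sizes would share 15.8 and 43.2, and splits of the NCDP arrays gave 4 to 33 and 18 to 120. Without an effect few genes are called at all, so the simulated 0 was to be foreseen. The simulated arrays are also independent, without near-identical pairs. The splits leave 2 NCDP arrays for each dose, which by itself lowers the counts. Most of them also part the near-identical NCDP replicates 2 and 3. Neither comparison therefore tests the overlap. The log2 fold changes at the 2 doses were correlated across genes, which are not independent replicates, with r of 0.848, against 0.500 from shared controls alone in simulated data and 0.553 to 0.722 in the splits of the NCDP arrays.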
